# Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium

**DOI:** 10.1371/journal.pgen.1011587

**Published:** 2025-02-07

**Authors:** T. Scott Carlew, Eric Brenya, Mahbuba Ferdous, Ishita Banerjee, Lauren Donnelly, Eric Heinze, Josie King, Briana Sexton, Randy F. Lacey, Arkadipta Bakshi, Gladys Alexandre, Brad M. Binder

## Abstract

Ethylene is a plant hormone involved in many aspects of plant growth and development as well as responses to stress. The role of ethylene in plant-microbe interactions has been explored from the perspective of plants. However, only a small number of studies have examined the role of ethylene in microbes. We demonstrated that *Azospirillum brasilense* contains a functional ethylene receptor that we call Azospirillum Ethylene Response1 (AzoEtr1) after the nomenclature used in plants. AzoEtr1 directly binds ethylene with high affinity. Treating cells with ethylene or disrupting the receptor reduces biofilm formation and colonization of plant root surfaces. Additionally, RNA sequencing and untargeted metabolomics showed that ethylene causes wide-spread metabolic changes that affect carbon and nitrogen metabolism. One result is the accumulation of poly-hydroxybutyrate. Our data suggests a model in which ethylene from host plants alters the density of colonization by *A. brasilense* and re-wires its metabolism, suggesting that the bacterium implements an adaptation program upon sensing ethylene. These data provide potential new targets to regulate beneficial plant-microbe interactions.

## Author summary

Food production is becoming a major concern because of reduced arable land from an increased human population and climate change. Application of beneficial microbes to plants is being explored to increase crop productivity. However, this approach often underperforms in field conditions. To better sustain beneficial plant-microbe associations, we must understand what controls the formation and maintenance of these associations. *Azospirillum brasilense* is a soil bacterium that associates with plant roots and is used as a bioinoculant to boost plant growth and stress tolerance. We provide evidence that *A. brasilense* contains a functional receptor for the gaseous plant hormone ethylene. Application of ethylene regulates biofilm formation and root colonization of several plant hosts by *A. brasilense*. Additionally, ethylene causes wide-spread metabolic changes in *A. brasilense*. This is the first study to demonstrate that a beneficial soil bacterium contains a functional ethylene receptor. These findings suggest that ethylene may act as a cross-kingdom signaling molecule from plants to bacteria that contain these ethylene receptors thereby identifying a potential target to potentially improve beneficial plant-microbe interactions.

## Introduction

Food security is an increasing concern due to climate change and an increasing human population. Future food security will require sustainable agricultural practices that ensure elevated crop productivity while reducing inputs from chemical fertilizers, particularly, nitrogen, which can have adverse environmental effects. One of several strategies to decrease the use of chemical fertilizers is to inoculate crops with beneficial microorganisms. The establishment of plant-microbe associations in the rhizosphere is receiving increasing attention because of its profound effect on plant growth and vigor. The so-called “rhizosphere effect”, which describes the enhanced activity and density of microbes around the roots compared to the surrounding soil, plays a critical role in shaping the microbial rhizosphere communities which directly impact plant health and stress tolerance [1–4]. Root exudates not only support the growth and activity of rhizosphere microbial communities by providing nutrients, they also select for the microbiome and mediate microbe-microbe and plant-microbe interactions [1,4–6]. The relationship between the microbiome and root exudates is bidirectional, as plant immune responses and phytohormone signaling can alter root exudate profiles [7–11].

Manipulating ethylene signaling or synthesis in plants or the application of ethylene can affect plant health as well as the population of microbes associated with the plant [12–18]. Ethylene was first discovered to be a phytohormone over 100 years ago and was the first identified gaseous, biological signaling molecule [19]. In plants, it controls and modulates many developmental and physiological processes and responses to various environmental cues and stressors [20]. It is naturally found in soil and depending on conditions, such as compaction and water saturation, can reach concentrations above 10 ppm, which is well above the levels needed to elicit responses in plants [20–23]. There are multiple sources of ethylene in the soil, including biotic biosynthesis by plants, bacteria, and fungi, as well as abiotic sources such as photochemical production triggered when sunlight is absorbed by dissolved organics [20,21]. Almost all research on ethylene as a signaling molecule has focused on its role as a plant hormone and the signal transduction pathway by which it is perceived by plants [24–26]. However, responses to ethylene are not limited to plants, and have been reported in bacteria, fungi, slime molds, marine sponges, and even human cell lines [27].

Plants are believed to have gained ethylene receptors and other two-component like receptors from the cyanobacterium that is the ancestor of the chloroplast [28–30]. In support of this, many cyanobacteria contain genes that encode proteins predicted to have an ethylene-binding domain and show saturable ethylene binding [29,31,32]. Additionally, phylogenetic analysis has shown that plant ethylene receptors cluster with cyanobacterial proteins predicted to have ethylene-binding domains [33]. One such cyanobacterium, *Synechocystis* sp. PCC 6803 (hereafter referred to as *Synechocystis*), contains a bifunctional receptor called Synechocystis ethylene response1 (SynEtr1) for both ethylene and light with a signaling pathway that includes a down-stream response regulator protein and a small non-coding RNA [32,34,35]. Unlike in plants, signaling from SynEtr1 relies on histidine kinase activity and phosphorelay to a response regulator protein [32,36]. In this species, ethylene causes various molecular and physiological changes including changes in the cell surface leading to increased biofilm formation and phototaxis [32,37–40].

Phylogenetic analyses indicate that putative ethylene receptors are found in other bacterial phyla, including many non-pathogenic proteobacteria that associate with plants [27,32,41]. This suggests that ethylene may be perceived by these bacteria to mediate their interactions with plant hosts. Most published studies examining the role of ethylene in plant-microbe associations have focused on microbe-induced changes in ethylene levels or signaling in plants [16,42–44]. Direct evidence for saturable ethylene binding to a specific receptor in microbes affecting physiology has only been obtained in *Synechocystis* and the arbuscular mycorrhizal fungus *Rhizophagus irregularis* [32,45].

A plant-associated bacterium, *Azospirillum brasilense*, contains a gene encoding a putative ethylene receptor [32]. We call this gene *Azospirillum ethylene response1* (*Azoetr1*) following the nomenclature used in plants. Bacteria of the genus *Azospirillum* are ubiquitous motile soil diazotrophic bacteria capable of colonizing the roots of a wide range of plants where they live as commensals [46]. *A. brasilense* Sp7 colonizes root surfaces and is used agriculturally to boost crop production [46]. While the plant growth-promoting effects of *A. brasilense* have been described in most detail in cereals, the beneficial association of *A. brasilense* with plants is not restricted to cereals since they have been reported in many plant species across botanical families [46] including *Solanum lycopersicum* (tomato) and *Arabidopsis thaliana* [47,48].

Inoculation of plants with *A. brasilense* alters the expression of genes in the plant related to ethylene biosynthesis and signaling [47,49–51]. However, nothing is known about the responses of *A. brasilense* to ethylene and the role of the putative ethylene receptor protein. This prompted us to examine the biological role of ethylene as a signal in this species and study how ethylene perception by the bacterium affects various traits including root colonization. Our research demonstrated that AzoEtr1 is a functional ethylene receptor that affects carbon and nitrogen metabolism. Our data suggest a model in which ethylene from host plants affects the pattern and density of colonization by *A. brasilense*. Because other plant-associated bacteria are predicted to contain ethylene receptors [27,32,41], this could represent a mechanism applicable to other bacteria.

## Results

### *A. brasilense* contains a functional ethylene-binding protein, AzoEtr1

In plants, ethylene perception is mediated by a family of receptors that contain a conserved N-terminal domain formed by three transmembrane α-helices and seven conserved amino acids known to be required for binding to AtETR1 from *A. thaliana* [31,52]. Using the amino acid sequence of this domain from AtETR1, we previously determined that many bacterial species contain genes that encode proteins predicted to contain a functional ethylene-binding domain [27,32]. The genome of *A. brasilense* Sp7 contains one such gene (locus tag OH82_RS30505) that we call *Azoetr1*. This gene is predicted to encode a protein 525 aa long with an ethylene-binding domain at the N-terminus comprised of three transmembrane α-helices followed by a PAS (Per-Arnt-Sim), and histidine kinase domain at the C-terminus (Figs 1A, S1A). We observed the accumulation of AzoEtr1-YFP at one cell pole when tagged at the C-terminus (Fig 1B). In dividing cells, focal accumulation of AzoEtr1-YFP was observed at poles distal to cell division suggesting that AzoEtr1 is localized at the polar flagellum site. There is a predicted response regulator encoding gene (*Azorr*^*etr1*^) located just downstream of *Azoetr1* in the genome (locus tag OH82_RS30510) that is predicted to encode a protein that is 135 amino acids long and contains no other recognizable output motif (S1B, S2 Figs). 

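The 4 genes that precede Azoetr1 (OH82_RS30505) in the count files lie with it on the plus strand of contig 19. OH82_RS30485, a maltodextrin or glycogen phosphorylase, runs from 609960 to 612458 and OH82_RS30490, an aspartate-semialdehyde dehydrogenase, from 612744 to 613757. They are followed by OH82_RS30495, a hypothetical protein, from 613964 to 614449 and OH82_RS30500, peptide chain release factor 3, from 614607 to 616214. The descriptions are those of S2 Fig, and the contigs carry the numbers that end their names in the count files. Apart from these contig names, no genome build is given in the sources used here. RNA levels of these genes were taken from the RNA-seq counts of 2 air samples and 3 samples treated with 100 ppb ethylene for 4 h. The phosphorylase gene had the most RNA, 2457 ± 176 CPM (counts relative to the library total, scaled by TMM; mean ± SD, n = 2) in air and 2217 ± 130.2 (n = 3) with ethylene. Only OH82_RS30490 passed edgeR's quasi-likelihood test, at a log2 change of -0.60 (standard error 0.113, adjusted p = 0.013). Its level in air replicate 3, which the paper left out, was 289.6 CPM, and its log2 change over all 6 samples was -0.50 (edgeR adjusted p = 0.505). It did not pass without air replicate 1 (-0.38, edgeR adjusted p = 0.0965), and without air replicate 2 OH82_RS30495 and OH82_RS30500 passed as well.

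**Figure D1:**
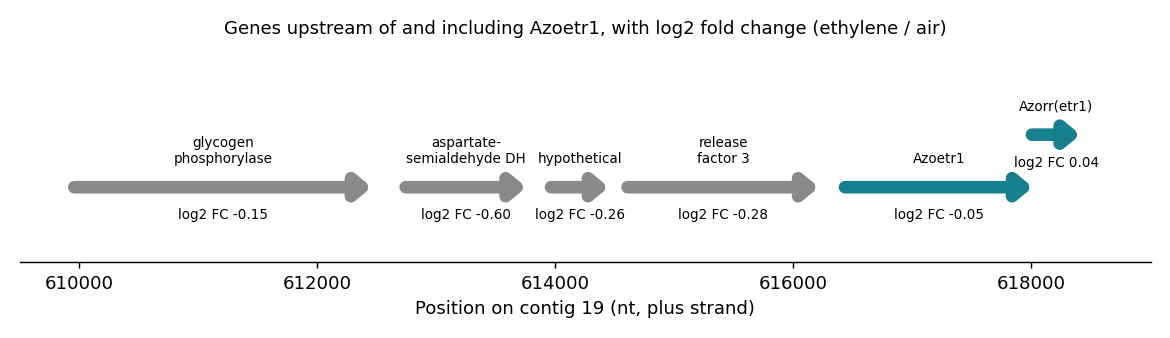
Map of contig 19 from OH82_RS30485 to the gene of the response regulator, in nucleotides, with each gene as an arrow in its direction of transcription and its log2 change (ethylene against air, 5 samples) beneath. All 6 genes point the same way, and the log2 changes run from -0.60 to 0.04.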

Upstream of the *Azoetr1* gene in the genome and in the same orientation are genes predicted to encode a peptide chain release factor 3, an aspartate-semialdehyde dehydrogenase, a maltodextrin or glycogen phosphorylase, and a hypothetical protein (S2 Fig). There is a small overlap in nucleotides between the start codon of *Azorr*^*etr1*^ and the stop codon of *Azoetr1* suggesting that the two genes are co-transcribed, perhaps as part of an operon (S3 Fig). This gene orientation suggests that AzoEtr1 is a receptor for a two-component signaling system.

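Azoetr1 spans 616434 to 618011 on the plus strand of contig 19, a coding length of 525 amino acids, and Azorr(etr1) (OH82_RS30510) spans 618004 to 618411, 135 amino acids. The end of the first gene and the start of the second share 8 nucleotides. Sequenced RNA of both genes was present in all 6 samples of the RNA-seq experiment, at 254 to 281 CPM for Azoetr1 and 44.5 to 47.9 CPM for Azorr(etr1). How reads from the shared nucleotides were counted is not given in the sources used here.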

**Fig 1:**
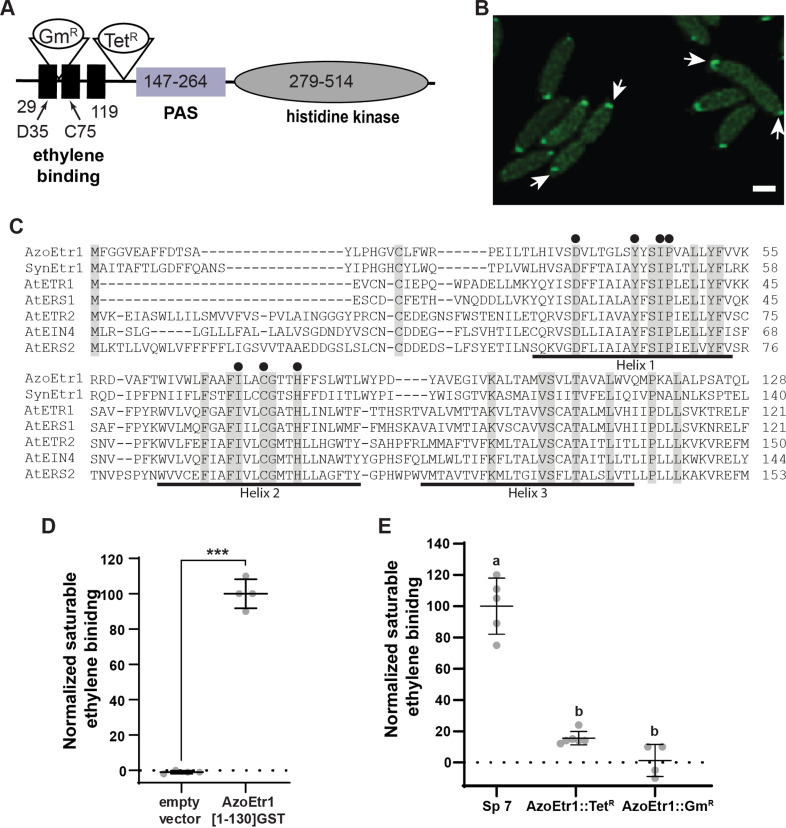
AzoEtr1 binds ethylene. **A)** Predicted domain structure of the AzoEtr1 protein based on sequence homology. Numbers indicate the amino acid range predicted to form each domain. Black rectangles denote predicted transmembrane α-helices that form the ethylene binding domain. Arrows denote the relative location of point mutants constructed in this study. The positions of the gene disruptions using insertion of either a tetracycline (*AzoEtr1::Tet*^*R*^) or a gentamycin (*AzoEtr1::Gm*^*R*^) resistance gene are shown. **B)** Fluorescence confocal microscopy was used to image AzoEtr1-YFP constitutively expressed in *A. brasilense* as described in the materials and methods. Arrows mark focal accumulation of AzoEtr1-YFP at the poles distal to cell division. Scale bar = 1 µm. **C)** Alignment of the AzoEtr1 predicted ethylene binding domain with this domain from the receptor characterized in *Synechocystis* (SynEtr1) and the five receptors from *A. thaliana* (AtETR1, AtERS1, AtETR2, AtEIN4, AtERS2). The seven amino acids that correspond to the residues required for binding of ethylene to AtETR1 as determined with alanine-scanning mutagenesis [31] are marked with circles. Grey highlights identical amino acids. The approximate locations of the three transmembrane helices are marked based on Wang et al (2006) [31]. **D)** Ethylene-binding activity to equal amounts of yeast expressing the binding domain of AzoEtr1 fused to GST (AzoEtr1(1-130)GST) or empty vector. Data were normalized to binding activity in AzoEtr1(1-130)GST-expressing yeast. *** *p* value ≤ 0.001 compared to empty vector as determined by Student’s t-test. **E)** Ethylene-binding activity to equal amounts of *A. brasilense* comparing wild-type (Sp7), AzoEtr1:Tet^R^, and AzoEtr1::Gm^R^. Data were normalized to ethylene-binding activity in wild-type. Different letters denote statistical differences as determined using ANOVA with a *p* value ≤ 0.05. D,E- Saturable ethylene binding was calculated by subtracting the amount of ethylene bound in the presence of excess ^12^C-ethylene (non-specific binding) from the amount of ethylene bound in the absence of ^12^C-ethylene (total binding) as described in the materials and methods. Data shown represents the average ± SD.

Alignment of the N-terminal region of AzoEtr1 with the five ethylene receptors from *A. thaliana* and the one receptor from *Synechocystis* showed that AzoEtr1 has 23 amino acids that are identical to the other characterized ethylene receptors (Fig 1C). This includes the seven amino acids necessary for the binding of ethylene to AtETR1 [31]. Other species of *Azosprillum* also contain putative ethylene receptors with these seven conserved amino acids (S4 Fig). We tested whether AzoEtr1 could directly bind ethylene by expressing the coding sequence for the first 130 amino acids of AzoEtr1 fused to glutathione *S*-transferase (AzoEtr1[1-130]GST), in *Pichia pastoris*. Using radioligand binding assays with ^14^C_2_H_4_ we found that cells expressing AzoEtr1[1-130]GST contained saturable ethylene-binding sites (Fig 1D). Control experiments with *P. pastoris* expressing the empty vector (pPICZ) confirmed that this yeast has no detectable saturable ethylene binding activity as shown previously [32,53]. These results demonstrate that the N-terminal portion of AzoEtr1 is capable of directly binding ethylene.

Based on these results, we examined the binding of ethylene to *A. brasilense* Sp7 and found that these cells had saturable ethylene binding sites (Fig 1E). Disruption of AzoEtr1 with either a tetracycline resistance insert (AzoEtr1::Tet^R^) downstream of helix 3 or a gentamicin resistance insert (AzoEtr1::Gm^R^) between helices 1 and 2 (Fig 1A) resulted in cells with little or no saturable ethylene binding (Fig 1E). Thus, *A. brasilense* Sp7 cells bind ethylene and this binding is mediated by AzoEtr1.

### AzoEtr1 is a functional ethylene receptor that affects biofilm formation

We wished to determine whether AzoEtr1 is a functional ethylene receptor that initiates changes in cell physiology, behavior, or both. Ethylene has previously been shown to increase biofilm formation in the cyanobacterium *Synechocystis* [32] leading us to examine this trait in *A. brasilense*. To do this we treated *A. brasilense* with 100 ppb ethylene for three days under biofilm conditions. This level of ethylene is commonly used in plant research and has been shown to affect the physiology of two cyanobacteria, *Synechocystis* and *Geitlerinema* sp. PCC 7105, with no obvious adverse effects [32,37,40]. Ethylene reduced biofilm formation by Sp7 and both the AzoEtr1::Gm^R^ and AzoEtr1::Tet^R^ disruptants reduced biofilm formation in either the absence or presence of 100 ppb ethylene (Figs 2A, S5A). The application of ethylene did not measurably alter total cell growth under these conditions (Fig 2B). By contrast, disruption of AzoEtr1 led to increased growth (Figs 2B, S5B). Thus, the reduction in biofilm formation is not a consequence of reduced growth. Disruptant cells also showed alterations in other traits associated with stress such as corrugation of the colony surface, increased sensitivity to H_2_0_2_, and higher accumulation of carotenoids (S6A-D Fig). The application of ethylene to Sp7 cells did not alter the colony surface or H_2_0_2_ sensitivity. Disruption of AzoEtr1 did not affect aerotaxis (S6E Fig).

**Fig 2:**
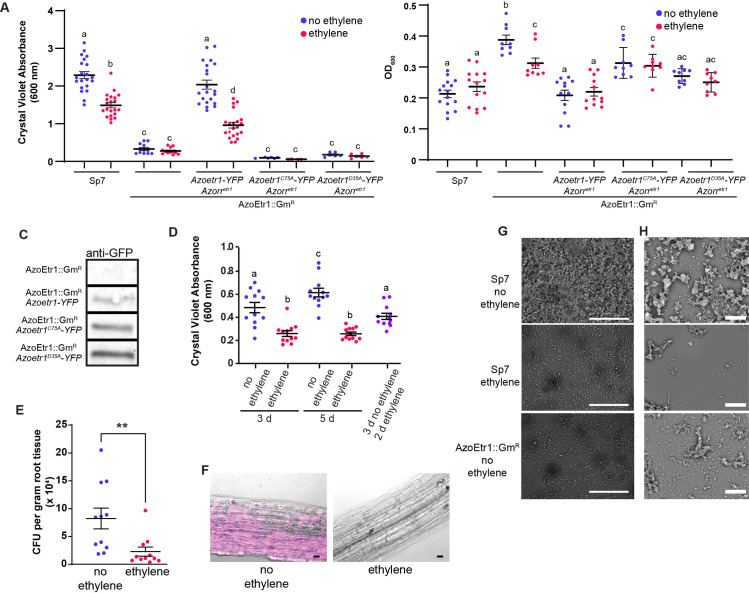
Ethylene reduces biofilm formation and *A. thaliana* root colonization. **A)** Biofilm formation after 3 days in the presence or absence of 100 ppb ethylene was assayed using crystal violet staining. The extent of biofilm formation was compared between wild-type (Sp7) and AzoEtr1::Gm^R^, and AzoEtr1::Gm^R^ transformed with *Azoetr1-YFP* or two point mutants (*Azoetr*^*D35A*^*-YFP*, *Azoetr1*^*C75A*^*-YFP*). All three were co-transformed with a plasmid containing *Azorr*^*etr1*^ using a separate plasmid. **B)** Growth was evaluated by measuring the OD_600_ of the planktonic culture in each assay well in samples treated as in A. **C)** Proteins from membranes of AzoEtr1::Gm^R^ and AzoEtr1::Gm^R^ transformed with either *Azoetr1-YFP*, *Azoetr*^*D35A*^*-YFP*, or *Azoetr1*^*C75A*^*-YFP* were analyzed with immunoblots probed with anti-GST antibodies to confirm the expression of the receptors. **D)** Biofilm formation was allowed to occur for 3 or 5 days in the presence or absence of 100 ppb ethylene compared to 3 days in the absence of ethylene followed by 2 days with ethylene. A, B, D) Data is the average ± SEM. Different letters denote statistical differences as determined using ANOVA with a *p* value ≤ 0.05. **E)** The ability of *A. brasilense* cells to form colony forming units on ethylene-insensitive *ein2-5 A. thaliana* roots was evaluated 24 hours post-inoculation in the absence or presence of 100 ppb ethylene. Data is the average ± SEM. ** *p* value ≤ 0.01 compared to the no ethylene control as determined by Student’s t-test. **F)** Representative fluorescent micrographs of YFP expressing *A. brasilense* on the surface of *ein2-5* roots in the absence or presence of 100 ppb ethylene. Scale bars 10 µm. **G)** Light microscopic images of *A. brasilense* cells grown under biofilm conditions for 1 day showing cell attachment. **H)** SEM images of *A. brasilense* cells grown under biofilm forming conditions for 3 days. G, H) Wild-type cells (Sp7) treated with ethylene-free air or 100 ppb ethylene and AzoEtr1::Gm^R^ cells treated with ethylene-free air are shown.

To confirm that disruption of AzoEtr1 causes a reduction in biofilm formation, we transformed AzoEtr1::Gm^R^ cells with *Azoetr1-YFP*, as well as *Azoetr*^*D35A*^*-YFP*, or *Azoetr1*^*C75A*^*-YFP* mutant genes predicted to not bind ethylene. In AtETR1, C65 is needed to coordinate the copper cofactor required for ethylene binding and aligns with C75 in AzoEtr1 [29]. Computational modeling predicts that the D25 residue in AtETR1 (aligns with D35 in AzoEtr1) is important for positioning H69 (H79 in AzoEtr1) in helix 2 to coordinate the copper cofactor; D25 is also predicted to form a polar bond with a K91 in helix 3 (K98 in AzoEtr1) which is involved in receptor output [54]. Mutation of the C65 or D25 residue eliminates ethylene-binding activity in AtETR1 and mutation of the comparable C residue in SynEtr1 also eliminates binding activity [31,32,52]. AzoEtr1 has characteristics of a two-component receptor which typically signal via a response regulator protein. The presence of a predicted response regulator encoding gene (*Azorr*^*etr1*^) in the genome next to *Azoetr1* suggests that the output of this signaling system is via AzoRR^etr1^. Because we predicted that the AzoEtr1::Gm^R^ disruption would disrupt *Azorr*^*etr1*^, all three of these lines were co-transformed with parental *Azorr*^*etr1*^ using a separate plasmid as detailed in the materials and methods. Transformation with *Azoetr1-YFP* rescued biofilm formation levels in the absence of ethylene and the application of 100 ppb ethylene reduced this similar to what was observed in Sp7 (Fig 2A). Transformation of AzoEtr1::Gm^R^ cells with either *Azoetr*^*D35A*^*-YFP* or *Azoetr1*^*C75A*^*YFP* mutant genes failed to rescue biofilm formation. Transformation with *Azoetr1-YFP* reduced cell growth to wild-type levels, whereas, the mutant receptor transgenes had a smaller effect on cell growth (Fig 2B). It is possible that the ectopic expression of *Azorr*^*etr1*^ on a separate plasmid from *AzoEtr1* could be reducing the relative expression of one or both genes to affect these results. Expression of the transgenic expressed AzoEtr1 receptor proteins was confirmed with immunoblots (Fig 2C) and the relative transcript abundance of *Azorr*^*etr1*^ was similar between the complementation lines (S7 Fig). This supports the conclusion that the mutant receptors are non-functional, although, it does not rule out other confounding factors from using two plasmids for ectopic protein expression. This pattern of rescue is similar to what is observed in comparable mutants in the *Synechocystis* ethylene receptor, SynEtr1, resulting in a non-functional protein [32]. In contrast, this is distinct from results in plants where comparable mutations result in a protein that is functional and signals, but fails to bind ethylene and turn off [52,55]. The transformation of AzoEtr1::Gm^R^ cells with empty vector plasmids did not rescue the biofilm phenotype and had variable effects on total cell growth (S8 Fig).

We tested whether ethylene disperses biofilms by first allowing biofilm formation for three days in ethylene-free air and then applying 100 ppb ethylene for 2 days. This was compared to biofilm formation after 3 or 5 days in the absence of ethylene (Fig 2D). Our results demonstrate that ethylene did not disperse biofilms that had already formed because the amount of biofilm formed was statistically indistinguishable between 3 days with no ethylene and 3 days with no ethylene followed by application of ethylene. However, additional biofilm formation was blocked since more biofilm formed after 5 days with no ethylene compared to 3 days with no ethylene followed by ethylene for 2 days. These results demonstrate that AzoEtr1 is a functional ethylene receptor that affects bacterial traits involved in stress resistance and host colonization, the first to be described in a proteobacterium.

### AzoEtr1 is a functional ethylene receptor that affects root colonization

Ethylene inhibits biofilm formation resulting in reduced cell aggregation. There are many sources of ethylene in soil including plants and bacteria [20]. To determine whether *A. brasilense* Sp7 uses ethylene as a signal to communicate with other *A. brasilense* cells, we measured ethylene production by the bacteria. To do this we grew liquid cultures in sealed flasks overnight, normalized the OD_600_ to 1.0, and incubated the cells with known precursors of ethylene biosynthesis for two hours. We sampled the headspace using a laser-based detector. No ethylene was detected above background levels even in the presence of precursors known to increase ethylene production in various bacteria species and plants [56] (S9 Fig). Thus, *A. brasilense* does not produce ethylene under the conditions tested.

Ethylene could act as a cross-kingdom signal from plants to *A. brasilense* as EPS production and biofilm formation are important for colonization of plant roots by *A. brasilense* [57,58]. This led us to question whether ethylene and AzoEtr1 affect root colonization. To evaluate the influence of ethylene on the ability of bacterial cells to colonize roots, we used *ethylene insensitive 2-5* (*ein2-5*) *A. thaliana* and *never ripe* (*nr*) tomato which do not respond to ethylene [59,60], so that we were only affecting bacteria cells with the application of ethylene. Application of 100 ppb ethylene reduced the ability of *A. brasilense* to colonize the roots of both *ein2-5* and *nr* one day post-inoculation (Figs 2E,F, S10A). Disruption of AzoEtr1 also reduced tomato root surface colonization and fluorescence microscopy showed a loss of cell aggregates on tomato root surfaces (S10B-D Fig).

To investigate the nature of the surface attachment that was reduced by the application of ethylene, we allowed cells to attach to poly-L-lysine-coated slides [61] so that we could visualize the cells under these conditions (Fig 2G). This showed that untreated wild-type cells attached on the slide surface as a dense biomass after 24 h. In contrast, the application of 100 ppb ethylene or disruption of AzoEtr1 resulted in little biomass buildup on the slide and only individual cells or small clusters were visible. To examine for the presence of exopolysaccharide (EPS)-dependent cell aggregation, scanning electron microscopy was performed on samples grown under biofilm conditions (Fig 2H). These images show that wild-type cells in ethylene-free air form large aggregates of cells that contain extracellular fibrils. Both the ethylene-treated and mutant strains did not show large aggregations, and where small aggregates of cells existed, there was little extracellular material visible. Together, these results suggest that ethylene inhibits the EPS production and the aggregation of cells, thereby preventing attachment to surfaces and accumulation of cell biomass.

### *A. brasilense* responds to low levels of ethylene within hours of application

Plants have differential responses over a wide range of ethylene concentrations from over 100 ppm down to 0.2 ppb where transient responses occur within minutes of application [62,63]. We previously showed that the cyanobacteria *Synechocystis* and *Geitlerinema* have physiological responses to the application of ethylene at concentrations as low as 8 ppb (the lowest dose examined), and changes in the transcript levels of specific genes in *Synechocystis* are altered by as low as 1 ppb ethylene [40]. Therefore, we were interested in the sensitivity of *A. brasilense* to ethylene. To examine this, we conducted biofilm assays over a range of ethylene concentrations from 8 to 700 ppb. This revealed that ethylene down to 8 ppb reduced biofilm formation to a similar magnitude as all higher concentrations used (Fig 3A). Thus, the threshold for this change was below 8 ppb, similar to what we reported for the effects of ethylene on the physiology of cyanobacteria [40].

**Fig 3:**
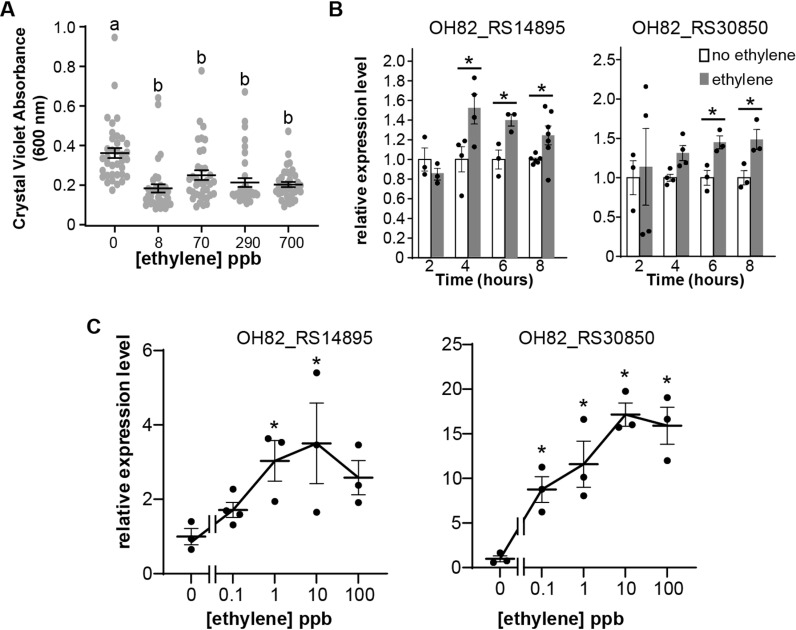
*A. brasilense* responds to low levels of ethylene. **A)** Cells were exposed to different levels of ethylene for 24 hours under biofilm conditions and crystal violet used to measure biofilm formation. Different letters denote statistical differences as determined using ANOVA with a *p* value ≤ 0.05. **B)** Cells were exposed to 100 ppb ethylene for different times and real-time RT-qPCR used to measure the transcript levels of two genes. Data were normalized to housekeeping genes as described in the materials and methods and then to the levels in the ethylene-free controls at that time point. The average ± SEM shown (* *p* value ≤ 0.05 compared to the no ethylene control at that time point as determined by Students t-test). **C)** The gene transcript abundance of these two genes was examined with real-time RT-qPCR as a function of ethylene dose 6 hours after application of the indicated dose of ethylene. Data were normalized to housekeeping genes as noted in the materials and methods and then to the no ethylene control. The average ± SEM shown. * *p* value ≤ 0.05 compared to no ethylene control as determined by ANOVA.

Biofilm assays were conducted over a long period and flow-through chambers were used to deliver ethylene so that O_2_ and CO_2_ were kept constant. However, a limitation of this method is the difficulty in reliably delivering ethylene doses below approximately 8 ppb. We therefore conducted shorter-duration experiments examining changes in the transcripts of two selected genes using much lower ethylene doses where ethylene was simply injected into sealed chambers for several hours. 

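The sequenced RNA of both genes chosen for the shorter experiments was higher after 4 h with 100 ppb ethylene. OH82_RS30850, the E1 beta subunit of pyruvate dehydrogenase, which makes acetyl-CoA from pyruvate, had 139.9 ± 29.7 CPM (mean ± SD, n = 2) in air and 321 ± 22.4 (n = 3) with ethylene. OH82_RS14895, an amino acid permease, had 159 ± 19.7 CPM in air and 288 ± 27.3 with ethylene. Their log2 changes in the paper's 5 samples were 1.20 (standard error 0.129, edgeR adjusted p = 0.00198) and 0.85 (standard error 0.111, edgeR adjusted p = 0.00448). OH82_RS30850 lies at 691747 to 693144 on the minus strand of contig 19 and OH82_RS14895 at 776567 to 777874 on the plus strand of contig 10. Air replicate 3, which the paper left out after its PCA, had 376 CPM of OH82_RS30850 and 385 CPM of OH82_RS14895, above every ethylene sample. With that sample kept, the log2 changes were 0.55 and 0.29, and neither passed (edgeR adjusted p = 0.590 and 0.725). In the paper's qPCR at 100 ppb, OH82_RS30850 responded only later than 4 h, unlike in the 5 RNA-seq samples.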

For this we chose OH82_RS30850 (annotated as pyruvate dehydrogenase complex E1 subunit beta) and OH82_RS14895 (annotated as an amino acid permease) because our RNA sequencing (RNA-seq) showed that both of these genes are upregulated by the application of ethylene (see next section). We first determined how quickly gene transcript changes could be measured using real-time RT-qPCR. In *Synechocystis*, ethylene rapidly affects the transcript levels of genes with changes occurring within 30 min [32]. Here we observed no change in transcript levels before four hours after addition of 100 ppb ethylene and OH2_RS30850 did not show a response until six hours after ethylene (Fig 3B). Therefore, we conducted dose-response measurements of these genes 6 h after application of ethylene treatment (Fig 3C). The transcript abundance of OH82_RS30850 increased with ethylene doses as low as 0.1 ppb. A similar trend was observed for OH82_RS14895; however, a statistically significant increase was not observed until 1 ppb. These ethylene levels are below the threshold for most plant responses.

### Ethylene causes wide-spread changes in the metabolism of *A. brasilense*

To further explore the effects of ethylene on bacterial physiology, we used RNA-seq to examine transcriptomic changes in cells grown in liquid culture with NaNO_3_ as a nitrogen source for 4 h in the presence or absence of 100 ppb ethylene. 

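Cells of A. brasilense Sp7 were sequenced from 3 samples kept in air and 3 samples given 100 ppb ethylene for 4 h at 28 °C, 1 library per sample. The paper gives 16 h of growth before the treatment and the sample labels give 12 h, and the labels write the dose as 0.1 ppm. Nothing in the sources used here says whether the samples of a group were separate cultures, so each p value measures only the spread between these samples, which may be technical. The submitters' processing notes name Trimmomatic 0.36, Bowtie2 2.2.6, featureCounts of Subread 1.5.2 and DESeq2 without a version, and the authors deposited read counts per gene. Total counts were 28046001, 41157639 and 33600662 for air replicates 1, 2 and 3, and 37209489, 30616837 and 31124105 for ethylene replicates 1, 2 and 3. Ribosomal RNA took 14.2%, 16.8% and 17.1% of the counts in the air samples and 14.8%, 13.9% and 8.53% in the ethylene samples. Transfer-messenger RNA took 15.3%, 14.0% and 10.5% in air and 10.8%, 10.4% and 15.2% with ethylene. No 2 samples differed by as little as sampling noise, so all were treated as separate libraries. The paper's main set is air replicates 1 and 2 with the 3 ethylene samples. Values for these 5 samples come first here, followed by all 6. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over the 6281 genes that passed its default count filter in the 5 samples. That filter removed 74 genes, and with all 6 samples it kept 6267. A gene was called at an adjusted p of at most 0.05 and a log2 change of at least 0.5 in size, the paper's thresholds, and a gene or list member is said to pass at the adjusted p alone. Levels are CPM after TMM scaling over the 6 samples. Positions are those of the count files on 21 contigs. Strandedness is not given in the sources used here, and 915 pairs of neighbouring genes overlap, so reads in shared nucleotides cannot be assigned with certainty.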

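In the 5 samples the paper kept, air and ethylene lay apart on the first axis of a principal component analysis of the 500 most variable genes (DESeq2 rlog values). Air replicates 1 and 2 lay at -6.26 and -2.73 and the ethylene-treated samples at 1.82, 3.17 and 4.00, on an axis holding 82.4% of the variance. The second axis held 8.93%. With all 6 samples, the first axis held 75.0% and the second 11.1%, and the ethylene-treated samples lay at 1.24, 2.59 and 3.36 on the first. The air samples then lay at -6.82, -3.30 and, for air replicate 3, 2.92, so the first axis no longer separated all air samples from all ethylene-treated samples.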

Principal component analysis (PCA) showed that the ethylene-treated samples clustered separately from the controls (S11A Fig). However, one of the control samples did not cluster with the other two controls; therefore we performed a new PCA analysis without this sample (S11B Fig). 

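Air replicate 3 held most of the genes that were higher with ethylene at levels like those of the ethylene-treated samples. sauS (OH82_RS07210), an aldehyde dehydrogenase family gene, had 29.4 and 40.1 CPM in air replicates 1 and 2, 144 in air replicate 3 and 87.6 to 145 with ethylene. Most genes that were lower with ethylene were also below the other air samples in it, though less far than with ethylene. OH82_RS20060, a MerR family regulator, is 1 of 5 that were not, with 108 and 156 CPM in the other air samples, 110.3 in air replicate 3 and 37.6 to 55.4 with ethylene. On the first 2 axes over all 6 samples, air replicate 3 lay 8.45 units from the mean of the other air samples and 3.91 from the mean of the ethylene-treated samples. Air replicates 1 and 2 lay 3.60 apart, and the 2 most distant ethylene-treated samples 2.56 apart. The series design text names this sample as the one left out.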

Further analyses were conducted without this control sample. 

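In the paper's 5 samples, 381 of the 6281 genes tested, 6.07%, were called as changed by ethylene with edgeR. Among those with large changes were OH82_RS31100, a hypothetical protein whose RNA rose by 1.78 on the log2 scale (standard error 0.200, edgeR adjusted p = 0.00198), and OH82_RS23780, annotated as a long-chain fatty acid-CoA ligase, which fell by 1.53 (standard error 0.132, edgeR adjusted p = 0.00118). At the adjusted p alone, 467 genes were higher and 180 lower. With air replicate 3 added, edgeR called 0 genes, and the smallest adjusted p was 0.0539, shared by OH82_RS23780, OH82_RS20060, OH82_RS23775 and urtA (OH82_RS26435). At an unadjusted p under 0.05 edgeR counted 1706 genes in the 5 samples and 594 in all 6, and DESeq2 had 33 genes at an adjusted p of at most 0.05 in all 6. In simulated counts with a log2 change of 0.5, edgeR recovered 66% of the changed genes with the 5 samples and 34% with 6. At a simulated log2 change of 1, these shares were 100% and 98%. The simulated samples varied independently in each gene, and the changed genes were taken from the more abundant ones. No simulated air sample lay with ethylene across genes as air replicate 3 does. The shares therefore do not tell which real changes would be found with 6 samples.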

Using an adjusted *p* value (Benjamini-Hochberg Procedure) less than 0.05, we observed that 395 of the 6274 genes responded to ethylene with a log_2_ change ≥ |0.5|. Of these, 51 were downregulated and 344 were upregulated (Fig 4A and S1 Data). 

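The genes called as changed were mostly higher with ethylene: 345 rose and 36 fell. Genes that rose had a median log2 change of 0.71, from a median of 14.7 CPM in air replicates 1 and 2 to 25.6 with ethylene. Genes that fell had a median log2 change of -0.60, from 84.6 to 41.0 CPM, and the largest decrease was -1.65 in OH82_RS03315, a cytochrome c (edgeR adjusted p = 0.00987), which did not pass without air replicate 1 (-1.28, edgeR adjusted p = 0.129). Each of these genes lay on one side of both air samples in all 3 ethylene samples. The air samples themselves differed in the same direction: air replicate 2 lay above air replicate 1 in 327 of the genes that rose and below it in 24 of those that fell. In air replicate 3, 341 of the genes that rose lay above both other air samples, and 262 lay at or above the lowest ethylene sample. Of the genes that fell, 31 lay below both other air samples in it, and 9 lay at or below the highest ethylene sample. All these genes had both other air samples on one side of ethylene, so a further sample can lie past both by chance alone. With the mean of the other air samples at 0 and that of ethylene at 1, the median position of air replicate 3 was 1.13 in genes that rose and 0.63 in genes that fell. With all 6 samples every called gene kept its sign, and the medians were 0.40 and -0.49. All 3 ethylene samples then lay on one side of all 3 air samples for 83 genes that rose and 27 that fell, where chance gives 50% of genes that are already apart in 5 samples. Over all genes tested 15.9% were apart, against 10% by chance. Genes vary together across samples, so this share can depart from 10% in any split, and the excess alone shows no effect of ethylene. With air replicates 1 and 2 and ethylene replicate 3 set against the rest, 808 genes had an unadjusted p under 0.05 in edgeR. The real split had 594. The counts depended on single libraries in edgeR: without air replicate 1, 28 genes rose and 7 fell, without air replicate 2, 611 and 115, and without ethylene replicate 3, 62 fell. With library totals in place of TMM, 713 rose and 9 fell, and DESeq2 over all 6 samples had 13 and 16.

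**Figure D2:**
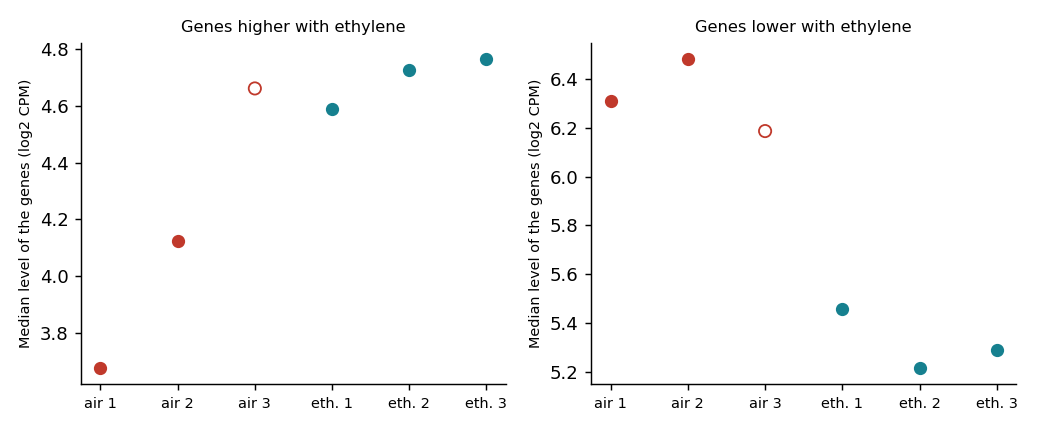
Median log2 CPM of the genes called higher (left) and lower (right) with ethylene in each sample, where filled red points are air replicates 1 and 2, the open red point is air replicate 3 and teal points are ethylene. For genes called higher, air replicate 3 lies at 4.66, between ethylene replicates 1 (4.59) and 2 (4.73), and for genes called lower it lies at 6.19, between the other air samples (6.31 and 6.48) and ethylene (5.21 to 5.46).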

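Of 15 genes of the citric acid cycle, 4 were higher with ethylene and none was lower in edgeR (4 and 3 when adjusted over the list alone, and in DESeq2). These were sucC (OH82_RS14685), which rose by 0.61 on the log2 scale, and a sucD beside it (OH82_RS14680), for succinyl-CoA synthetase, a second sucD (OH82_RS04890, 0.71) and the aconitase gene acnA (OH82_RS24260, 0.59). Of 68 genes of amino acid synthesis, 6 were higher and 10 lower in edgeR (8 and 17 when adjusted over the list alone). These counts became 13 and 1 with library totals, 9 and 15 without air replicate 2, and 5 and 3, 3 and 0, and 4 and 3 without ethylene replicates 1, 2 and 3. None passed without air replicate 1. ilvC (OH82_RS06305) of branched-chain amino acid synthesis rose by 0.55, 1 copy of leuC (OH82_RS29915) rose by 0.60 and another (OH82_RS24800) fell by 0.42. None of 24 genes of the respiratory chain and ATP synthase passed edgeR's test, adjusted over all genes or over the list alone (5 at an unadjusted p under 0.05), while DESeq2 had 5 lower. In edgeR, 2 were lower without air replicate 2, and 1 with DESeq2 size factors, without structural RNA genes, or without ethylene replicate 1 or 3. Of 5 genes of iron uptake, exbB (OH82_RS16645) alone passed, at a log2 change of 1.03 (0.64 without air replicate 1 and 1.64 without air replicate 2), and of 5 genes of cytochrome c maturation, ccmD alone. Members of all gene lists were picked by the gene symbols of the reference annotation, by rules fixed before the counts were examined. The paper's tables, made from these same samples, had been seen by then. List members that those tables name are therefore not independent evidence. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 18 lists. Amino acid synthesis was lower than other genes (adjusted p = 0.0280, or 0.439 with an estimated correlation), as was the respiratory chain (adjusted p = 0.0363, or 0.373 with an estimated correlation). Their medians, -0.13 and -0.05, became 0.04 and 0.12 with library totals in place of TMM, a scaling that moved the median of all genes from 0.02 to 0.18. Neither list passed without air replicate 2 (limma adjusted p = 0.0637 and 0.0759), nor amino acid synthesis without ethylene replicate 2 (0.0764) or with library totals (0.149), nor the respiratory chain without ethylene replicate 1 (0.0730). The citric acid cycle, iron and cytochrome lists did not pass limma's camera (adjusted p = 0.786, 0.786 and 0.957). In air replicate 3 sucC stood at 2737 CPM, beside 1407 and 1851 in the other air samples and 2322 to 2667 with ethylene. Over all 6 samples no member passed edgeR's test. Without air replicate 1 none of the named genes passed except ccmD, and without ethylene replicate 2 neither sucC, the sucD beside it nor leuC OH82_RS24800 passed. Copies of leuC or sucD could share reads, and how such reads were counted is not given in the sources used here.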

Gene Ontology analysis showed that many of the annotated genes are predicted to be involved in metabolism including energy production and the metabolism or transport of amino acids, carbohydrates, lipids, secondary metabolites, coenzymes, and inorganic ions (Fig 4B). Of these 395 transcripts, 36 had a log_2_ change ≥ |1.0| with 31 upregulated and five downregulated (Fig 4C and Table 1). 

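At a log2 change of at least 1 in size, edgeR called 47 genes in the 5 samples, 43 higher and 4 lower. They hold 35 of the 36 genes of Table 1, which the paper chose on these samples, so its list is not independent evidence of a direction. ccmD (OH82_RS13525), for a heme exporter protein of cytochrome c maturation, rose from 6.16 ± 4.61 CPM (mean ± SD, n = 2) to 22.7 ± 4.44 (n = 3), a log2 change of 1.83 (standard error 0.344, edgeR adjusted p = 0.013). sauS rose by 1.72 (edgeR adjusted p = 0.00198), OH82_RS25885, for the reductase FabG2, by 1.61 (0.0109) and the envelope stress gene pspC (OH82_RS11335) by 1.16 (0.0157). OH82_RS20060 fell by 1.58 on the log2 scale (standard error 0.182). The ammonium transporter gene amtB (OH82_RS13415), at -0.99, fell by slightly less than 1. Of 12 further genes at this size, 11 were given no adjusted p by DESeq2, which leaves out genes with few counts, and the other was OH82_RS07230, a neighbour of sauS, at 1.01, which did not pass without air replicate 1. In air replicate 3, ccmD stood at 16.9 CPM, FabG2 at 4.64 and pspC at 383, each between the other air samples and ethylene. In all 6 samples none of the 36 genes passed edgeR's test, while DESeq2 called 5 genes at this size: OH82_RS20060, OH82_RS23780, OH82_RS23775, OH82_RS09645 and OH82_RS31100. In 17 of the 36 genes, all of them already apart in the 5 samples they were chosen on, the 3 ethylene samples lay on one side of the 3 air samples, against 50% by chance for such genes. Without air replicate 1 the log2 changes of ccmD, FabG2 and pspC were 1.26, 1.14 and 0.73, and FabG2 and pspC did not pass (edgeR adjusted p = 0.0539 and 0.0539). Without air replicate 2 they were 2.98, 2.53 and 1.78. The number at this size was 13 without air replicate 1, 172 without air replicate 2 and 114 with library totals as the scaling.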

When examining the top 36 genes in the context of the entire differentially expressed gene list, many grouped with other genes in the genome that were similarly regulated by ethylene with an adjusted *p* value ≤ 0.05, but with smaller amplitude changes in transcript abundance (S1 Table). These included 15 genes annotated to be involved in transport, 11 potentially involved in redox reactions, and several components of the pyruvate dehydrogenase complex. 

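Of the 52 genes in the 13 groups of S1 Table, 49 were higher and 2 lower with ethylene in edgeR (50 and 2 when adjusted over the list alone). The paper picked these genes from the same samples, so the counts are not independent evidence. The largest group runs from OH82_RS07180 to OH82_RS07230, from 116870 to 129795 on the minus strand of contig 4. All 11 of its genes rose, by 0.55 to 1.72 on the log2 scale. They include an acetate--CoA ligase family gene (OH82_RS07205, 1.35) and a CoA-binding protein gene (OH82_RS07200, 1.32). In the group of the cell division genes ftsZ (OH82_RS16030) and ftsA (OH82_RS16035) on contig 10, ftsZ rose by 1.18 and ftsA by 0.42. ftsZ went from 443 ± 150.3 CPM (mean ± SD, n = 2) to 1007 ± 117 (n = 3), with an edgeR adjusted p of 0.00763. The group that fell holds OH82_RS23775, with an SCP2 sterol-binding domain, which fell by 1.18, and OH82_RS23770. ptsP (OH82_RS07370) was the gene that did not pass (edgeR adjusted p = 0.101), and it passed with DESeq2 and without air replicate 2. Every group lies on 1 strand of 1 contig. The median over the 11 genes from OH82_RS07180 was 1.01, and 0.51 with all 6 samples. In air replicate 3 OH82_RS07205 stood at 67.2 CPM, beside 50.7 ± 7.40 with ethylene. When air replicate 3 was kept, no gene of S1 Table passed edgeR's test. ftsA did not pass without air replicate 1 (edgeR adjusted p = 0.193), ethylene replicate 2 or ethylene replicate 3, and OH82_RS23770 not without air replicate 2 or ethylene replicate 2.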

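By the words of their descriptions in S1 Table, 16 genes are for transporters, solute-binding proteins or PTS components, and all rose with ethylene, by 0.48 to 1.39 on the log2 scale with a median of 0.74. OH82_RS07215, a permease of the tripartite tricarboxylate family, had the largest of these changes (standard error 0.209, edgeR adjusted p = 0.00669). OH82_RS32115, for a TctB protein of such a transporter, rose by 1.07, and OH82_RS15330, for a branched-chain amino acid ABC permease, by 1.05. 15 genes are described as dehydrogenases, reductases, oxidoreductases or 4Fe-4S proteins, and all rose, with a median of 0.96. One of them is OH82_RS07185, the anchor subunit of a dimethyl sulfoxide reductase, at 1.49 (edgeR adjusted p = 0.00487). 3 genes are described as pyruvate dehydrogenase subunits, and all rose. In none of these genes did the ethylene samples lie above all 3 air samples: air replicate 3 had 138 CPM of OH82_RS07215, 78.9 of OH82_RS32115 and 121 of OH82_RS15330, against means of 106, 65.8 and 94.3 with ethylene. Over all 6 samples their log2 changes were 0.53, 0.48 and 0.41, and none passed edgeR's test. Leaving out air replicate 1, OH82_RS07215 had an edgeR adjusted p of 0.0930 and OH82_RS15330 of 0.0613.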

There were also several other genes that grouped together on the genome and showed significant upregulation, but did not include the top 36 genes (S2 Table). In these groups six genes are annotated as ABC transporters, eight that contain coenzyme A, and six hydratases/dehydratases. Thus, genes in these groups are likely to be co-transcribed and may represent operons. 

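Of the 29 genes in the 4 groups of S2 Table, 26 were higher with ethylene and none was lower in edgeR, and all 29 were higher when adjusted over the list alone, a list the paper chose on these samples. In the group from OH82_RS01520 to OH82_RS01545 on contig 2, the oxidoreductase gene OH82_RS01535 rose from 104 ± 14.7 to 206 ± 30.0 CPM (mean ± SD, n = 2 and 3), a log2 change of 0.99. xylA (OH82_RS01540) beside it, for xylose isomerase, rose by 0.71 (standard error 0.122, edgeR adjusted p = 0.0100). The group from OH82_RS28880 to OH82_RS28920 spans 275952 to 284921 on the plus strand of contig 19, and all 9 of its genes rose, by 0.33 to 0.90. The 3 genes that did not pass were OH82_RS01520, leuC OH82_RS01655 and OH82_RS17080, which passed with DESeq2 and without air replicate 2. Air replicate 3 had 271 CPM of OH82_RS01535 and 236 of xylA, above all ethylene samples. Over the 6 samples no gene of S2 Table passed edgeR's test, and the median of the 29 log2 changes was 0.24 in place of 0.55. Neither OH82_RS01535 nor xylA passed without air replicate 1 (edgeR adjusted p = 0.0539 and 0.0976).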

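By the words of their descriptions, 8 genes of S2 Table are parts of ABC transporters, 8 are named with CoA and 6 are hydratases or dehydratases, with edgeR finding 7, 8 and 5 of them higher with ethylene. OH82_RS28905, a branched-chain amino acid ABC transporter gene, had 17.4 ± 3.92 CPM in air (mean ± SD, n = 2) and 32.7 ± 2.95 with ethylene (n = 3), at an edgeR adjusted p of 0.00768. OH82_RS17065, for the alpha subunit of an acyl-CoA carboxylase, rose by 0.81 on the log2 scale (standard error 0.121). The MaoC family dehydratase gene OH82_RS28880 rose by 0.64 (edgeR adjusted p = 0.0253). Medians of the log2 changes were 0.58 for the ABC genes, 0.46 for the CoA genes and 0.59 for the hydratases. Air replicate 3 had 38.0 CPM of OH82_RS28905, 141 of OH82_RS17065 and 6.61 of OH82_RS28880, and with it included none of the 3 passed edgeR's test. The edgeR adjusted p of OH82_RS28905 without air replicate 1 was 0.0613 and that of OH82_RS17065 0.0646, and OH82_RS28880 was lost without either kept air sample and without ethylene replicates 2 or 3.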

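Genes next to each other on the same strand had similar log2 changes between air and ethylene. Over 4276 such pairs the Spearman correlation of the log2 changes was 0.389, across genes and not across replicates, and the highest value in 1000 shuffles of the changes over the genes was 0.0475 (permutation p = 0.000999, the smallest that 1000 shuffles can give). There were 36 runs of at least 3 neighbours on a strand that all passed edgeR's test in one direction, with 151 genes in them, while no shuffle gave more than 5 runs. The pyruvate dehydrogenase genes OH82_RS30855 to OH82_RS30840 on contig 19 lie in one such run, with all 4 genes higher. The correlation was 0.323 over all 6 samples, where no run was left because no gene passed. Neighbours that overlap can share reads, and genes are not independent replicates. The shuffles test only whether neighbours change independently of each other. No other split of the samples was compared, so the correlation does not tell an effect of ethylene from other differences between samples.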

The levels of *Azoetr1* and *Azorr*^*etr1*^ transcripts were not significantly altered by ethylene treatment in the RNA-seq dataset. qPCR of these genes revealed only a small transient change in *Azoetr1* and no change in *Azorr*^*etr1*^ caused by the application of ethylene (S12 Fig).

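RNA of Azoetr1, the ethylene receptor gene, was at 274 ± 9.86 CPM (mean ± SD, n = 2) in air and 264 ± 4.07 (n = 3) with ethylene, a log2 change of -0.05 (standard error 0.0800, edgeR adjusted p = 0.715). Azorr(etr1), the response regulator gene after it, was at 46.2 ± 1.88 CPM in air and 47.6 ± 0.310 with ethylene, a log2 change of 0.04 (standard error 0.0882, edgeR adjusted p = 0.791). Neither difference was larger than the spread between samples. With library totals as the scaling, the values were 0.11 and 0.21. With air replicate 3 kept, the log2 changes were -0.02 and 0.06 (edgeR adjusted p = 0.940 and 0.768).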

**Fig 4:**
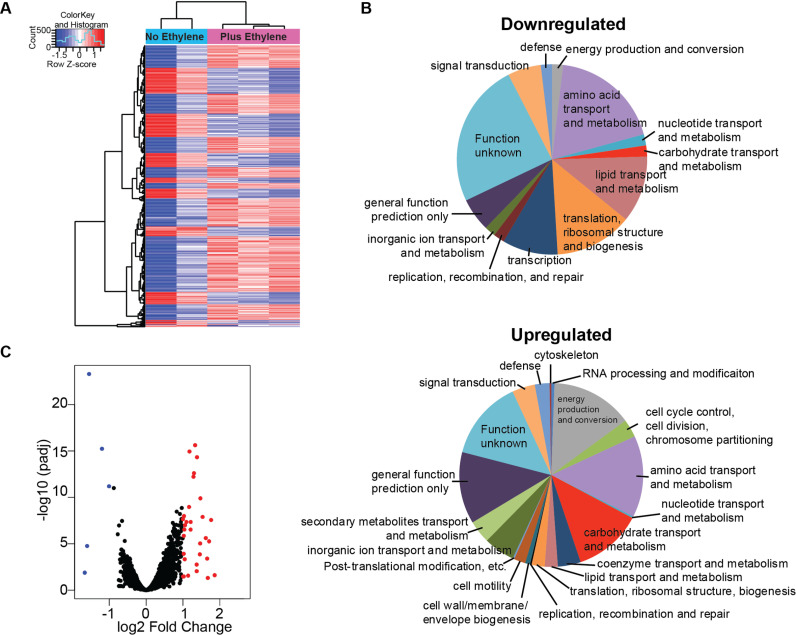
Global gene transcript changes caused by ethylene. *A. brasilense* cells were grown in liquid culture as detailed in the materials and methods for 4 h in the presence or absence of 100 ppb ethylene. Samples were prepared as detailed in the materials and methods and RNA-seq analysis and bioinformatics analyses was carried out by GeneWiz (South Plainfield, NJ, USA). **A)** Heatmap showing relative abundance of each gene in individual control (no ethylene) and ethylene-treated samples. Included are gene transcripts that have a log_2_ change ≥ |0.5| with an adjusted *p*-value ≤ 0.05. **B)** Pie charts showing the percent of genes downregulated (top) or upregulated (bottom) by ethylene in various Gene Ontology categories using the Kyoto Encyclopedia of Genes (KEGG). **C)** Volcano plot showing global transcriptional changes caused by ethylene treatment. Each data point represents a gene. Genes with an adjusted *p*-value ≤ 0.05 and a log2 fold ≥ 1 are indicated by red dots. Genes with an adjusted *p*-value ≤ 0.05 and as log2 fold change ≤ -1 are indicated by blue dots.

**Table 1:** Top 36 Gene Transcripts Affected by Ethylene^a^.

Locus	Gene Symbol	Description	Log_2_Fold change	Adjusted *p* value^b^
OH82_RS00065		DUF6455 family protein	1.67	4.87 × 10^-2^
OH82_RS03315		cytochrome c	−1.66	1.32 × 10^-2^
OH82_RS06780		hypothetical protein	1.66	3.97 × 10^-4^
OH82_RS07185		dimethyl sulfoxide reductase anchor subunit	1.47	9.42 × 10^-6^
OH82_RS07200		CoA-binding protein	1.30	2.50 × 10^-13^
OH82_RS07205		acetate-CoA ligase family protein	1.33	2.37 × 10^-16^
OH82_RS07210		aldehyde dehydrogenase family protein	1.71	5.56 × 10^-6^
OH82_RS07215		tripartite tricarboxylate transporter permease	1.37	1.76 × 10^-3^
OH82_RS07365	*pfkB*	1-phosphofructokinase	1.46	1.38 × 10^-4^
OH82_RS07645		Gfo/Idh/MocA family oxidoreductase	1.00	3.42 × 10^-2^
OH82_RS09645		hypothetical protein	1.53	1.29 × 10^-8^
OH82_RS11335	*pspC*	envelope stress response membrane protein PspC	1.14	2.77 × 10^-2^
OH82_RS11435		ABC transporter permease subunit	1.02	1.41 × 10^-6^
OH82_RS12700		polymer-forming cytoskeletal protein	1.29	5.98 × 10^-13^
OH82_RS13415		ammonium transporter	−1.01	6.42 × 10^-12^
OH82_RS13525	*ccmD*	heme exporter protein CcmD	1.86	2.46 × 10^-2^
OH82_RS15330		branched-chain amino acid ABC transporter permease	1.03	1.05 × 10^-8^
OH82_RS16030	*ftsZ*	cell division protein FtsZ	1.17	1.09 × 10^-9^
OH82_RS16645	*exbB*	tonB-system energizer ExbB	1.02	1.22 × 10^-4^
OH82_RS19240		ABC transporter permease subunit	1.05	4.66 × 10^-4^
OH82_RS20060		MerR family DNA-binding transcriptional regulator	−1.60	1.76 × 10^-5^
OH82_RS21855		hypothetical protein	1.02	3.38 × 10^-2^
OH82_RS22905		methyltransferase domain-containing protein	1.04	2.94 × 10^-7^
OH82_RS23775		SCP2 sterol-binding domain-containing protein	−1.20	5.74 × 10^-16^
OH82_RS23780		long-chain fatty acid-CoA ligase	−1.55	4.94 × 10^-24^
OH82_RS24150		cobalamin biosynthesis protein	1.21	2.98 × 10^-7^
OH82_RS25885		3-oxoacyl-ACP reductase FabG2	1.62	2.45 × 10^-6^
OH82_RS27590		CoA ester lyase	1.37	9.12 × 10^-3^
OH82_RS28175		YeeE/YedE family protein	1.21	4.54 × 10^-8^
OH82_RS28815		acetoin dehydrogenase dihydrolipoyllysine-residue acetyltransferase subunit	1.47	1.28 × 10^-10^
OH82_RS29790		2-hydroxyacid dehydrogenase	1.09	4.54 × 10^-8^
OH82_RS29960		SPOR domain-containing protein	1.00	2.24 × 10^-8^
OH82_RS30845		pyruvate dehydrogenase complex dihydrolipoamide acetyltransferase	1.38	4.69 × 10^-15^
OH82_RS30850		pyruvate dehydrogenase complex E1 component subunit β	1.18	1.13 × 10^-15^
OH82_RS31100		hypothetical protein	1.76	2.78 × 10^-8^
OH82_RS32115		tripartite tricarboxylate transporter TctB family protein	1.06	1.02 × 10^-7^

^a^Cells were treated with 100 ppb ethylene as detailed in the materials and methods. RNA-seq analysis was conducted and genes that had an adjusted *p* value ≤ 0.05 and changed expression levels |Log_2_fold ≥1| were selected.

^b^Benjamini-Hochberg Procedure used.

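As a list, genes of nucleotide synthesis were lower with ethylene than other genes in limma's camera (adjusted p = 5.55e-04), but did not pass with an estimated correlation (adjusted p = 0.373). Of 21 members, 3 were lower and none was higher in edgeR, adjusted over all genes or over the list alone. guaA (OH82_RS00195), for GMP synthase, had a log2 change of -0.34 (edgeR adjusted p = 0.0404), carB (OH82_RS15500), for carbamoyl-phosphate synthase, -0.32 (0.0400) and pyrC (OH82_RS25700) -0.34 (0.0363). The list's median was -0.21, and -0.04 with library totals as the scaling. When all 6 samples were used, the median was -0.15 and no member passed edgeR's test, while 6 members had all ethylene samples below all air samples (10% by chance in either direction). Air replicate 3 held 117 CPM of guaA, between 128 in the nearest air sample and 115 in the nearest ethylene sample. None of guaA, carB and pyrC passed with library totals or without air replicate 1, ethylene replicate 2 or ethylene replicate 3, carB and pyrC not without ethylene replicate 1 and pyrC not without air replicate 2.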

RNA-seq analyses predicted that ethylene treatment elicited major metabolic changes in the bacteria. Therefore, we performed untargeted metabolomics to assess the patterns of metabolites in cells treated with ethylene versus untreated cells under the same conditions as used for the RNA-seq experiment. Cells treated with ethylene had significantly altered metabolite profiles between treated and untreated cells as determined by partial least square discriminant analysis (Fig 5A). Of the 123 metabolites detected, 69 were significantly altered (*p* ≤ 0.1) between the two conditions with 60 enriched and nine depleted (S3 Table). Many metabolites in carbohydrate and carbon metabolism such as 3-phosphoglycerate, glyceraldehyde 3-phosphate, fructose 1,6-bisphosphate, glucose phosphate, phosphoenolpyruvate, pyruvate, and UDP-glucose were increased by ethylene treatment. A key regulator of nitrogen metabolism, 2-oxoglutarate, was also increased [64,65]. By contrast, the second messenger cyclic di-GMP, which is involved in the regulation of biofilm formation and metabolism [66,67], was reduced by ethylene. Pathway analysis showed that nucleotides and analogs were the most highly altered pathways, followed by amino acid metabolism (Fig 5B). These observations suggest that nitrogen metabolism is a major target of ethylene signaling in this bacterium.

**Fig 5:**
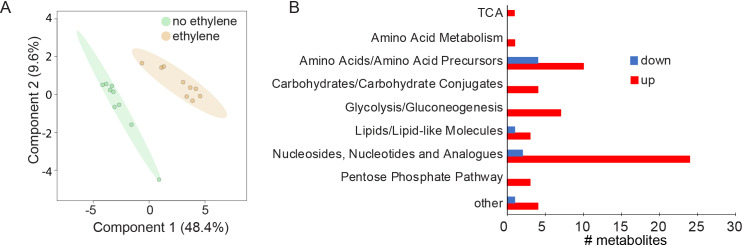
Ethylene alters the levels of many metabolites. *A. brasilense* cells were treated with 100 ppb ethylene or ethylene-free air for 24 h. At this time, untargeted metabolomics analysis was conducted as described in the Materials and Methods. **A)** Partial least squares discriminant analysis of data. **B)** Pathway analysis using the Kyoto Encyclopedia of Genes (KEGG) showing pathways of the 69 differentially accumulated metabolites.

### Ethylene mediates changes in the balance between carbon and nitrogen metabolism

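Of 21 genes of glycolysis and the Entner-Doudoroff pathway, 2 were higher with ethylene and none was lower in edgeR (4 and 3 when adjusted over the list alone). The counts were 6 and 0 with library totals and 4 and 4 without air replicate 2, 2 and 3 in DESeq2, and none passed without air replicate 1. The 2 in edgeR were pfkB (OH82_RS07365), for 1-phosphofructokinase, and eda (OH82_RS07650), for the aldolase of the Entner-Doudoroff pathway, which rose from 22.0 ± 6.97 to 41.4 ± 3.94 CPM (mean ± SD, n = 2 and 3), a log2 change of 0.90 (edgeR adjusted p = 0.013). Genes of lower glycolysis did not pass in edgeR: eno (OH82_RS05340) had a log2 change of -0.33 (edgeR adjusted p = 0.0540) and gap (OH82_RS10625) of -0.33 (edgeR adjusted p = 0.0726). Both passed as lower with DESeq2, and with edgeR without air replicate 2. Of 4 genes of pyruvate and 2-oxoglutarate dehydrogenase complexes, 3 were higher, among them odhB (OH82_RS14670) at 0.78 (edgeR adjusted p = 0.0163), whose product is part of 2-oxoglutarate dehydrogenase. Of 5 genes of nitrogen assimilation, 2 were lower, glnA (OH82_RS05785) and the regulator gene ntrC (OH82_RS30800), which fell by 0.37 (edgeR adjusted p = 0.0309). Both lists were picked by the symbols of the reference annotation. The first leaves out the pyruvate dehydrogenase genes OH82_RS30850 and OH82_RS30845, which rose. The nitrogen list, with its median and list test, leaves out amtB and glnB, at log2 changes of -0.99 and -0.56. gltB (OH82_RS09980), for glutamate synthase, stood at -0.03 and glnK (OH82_RS11960) at -0.04, and neither passed. As a list, glycolysis did not pass limma's camera (adjusted p = 0.957), and nitrogen assimilation was lower than other genes (adjusted p = 0.0280, or adjusted p = 0.373 with an estimated correlation), though not without air replicate 2 (adjusted p = 0.0605). Its median of -0.07 became 0.09 with library totals as the scaling. Of 9 genes of nitrate and nitrite use, 1 was higher, napF (OH82_RS18845) at 0.44 (2 when adjusted over the list alone, with DESeq2, with library totals or without air replicate 2), and the list did not pass limma's camera (adjusted p = 0.957). Air replicate 3 had 35.4 CPM of eda and 706 of odhB, and the nitrogen gene ntrC stood at 76.4 CPM in it. Over all 6 samples none of these genes passed edgeR's test, and eda, odhB and ntrC were lost without air replicate 1 (edgeR adjusted p = 0.0782, 0.193 and 0.208). ntrC was lost as well without ethylene replicate 1 or 2 or with library totals, and napF without air replicate 1 (0.28) or any ethylene replicate.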

Our transcriptomic data indicated that carbon metabolism was upregulated and nitrogen metabolism was downregulated by ethylene. Non-targeted metabolomics also indicated that ethylene treatment increased the abundance of metabolites related to glycolysis and gluconeogenesis. These observations suggest that the perception of ethylene can alter the balance between carbon and nitrogen metabolisms in *A. brasilense*.

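RNA of 3 genes of ammonium uptake and assimilation was lower with ethylene. amtB, for an ammonium transporter, had 499 ± 2.04 CPM (mean ± SD, n = 2) in air and 252 ± 40.4 (n = 3) with ethylene (standard error of the log2 change 0.116, edgeR adjusted p = 0.00228). glnA, for glutamine synthetase, had 1189 ± 139 CPM in air and 725 ± 68.8 with ethylene, a log2 change of -0.71 (standard error 0.113, edgeR adjusted p = 0.00768). glnB (OH82_RS05780), for a PII protein, had 88.4 ± 0.641 CPM in air and 59.9 ± 2.77 with ethylene, a log2 change of -0.56 (standard error 0.0855, edgeR adjusted p = 0.00710). glnB lies at 402226 to 402564 and glnA at 402837 to 404246 on the plus strand of contig 3, and amtB at 451155 to 452471 on the plus strand of contig 10. Air replicate 3 had 417 CPM of amtB, 903 of glnA and 80.3 of glnB, between the other air samples and ethylene. Every ethylene sample was thus below every air sample for the 3 genes. Their log2 changes over all 6 samples were -0.91, -0.59 and -0.52. None passed with edgeR (adjusted p = 0.115, 0.465 and 0.153), and all passed with DESeq2 (adjusted p = 3.33e-07, 0.0165 and 2.76e-04). When air replicate 1 was left out, glnA and glnB did not pass edgeR's test (adjusted p = 0.0668 and 0.0539).

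**Figure D3:**
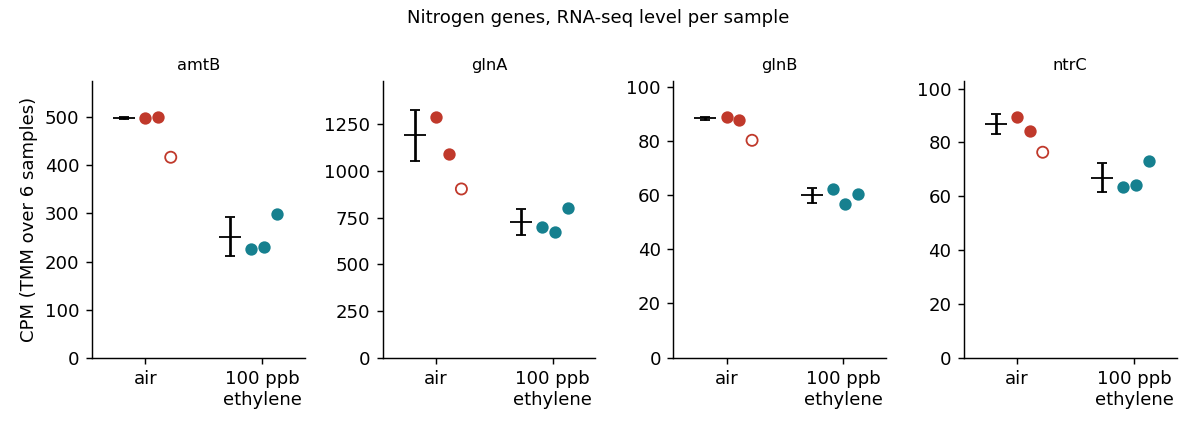
CPM of amtB, glnA, glnB and ntrC in each sample, where filled red points are air replicates 1 and 2, the open red point is air replicate 3, teal points are ethylene, and bars are the mean ± SD of the 2 air and 3 ethylene samples of the paper. In all 4 genes each ethylene point is below each air point, for amtB at most 299 against at least 417.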

Three genes with regulatory roles in nitrogen metabolism were downregulated by ethylene in the RNA-seq datasets: *glnA* (OH82_RS05785) encoding a glutamine synthetase, *glnB* (OH82_RS05780) encoding a PII regulatory protein, and *amtB* (OH82_RS13415) encoding an ammonium transporter. All three gene products have been shown to regulate *GlnAB* and play important roles in the regulation of nitrogen metabolism in *A. brasilense* [68–73] as well as many other bacteria. GlnB is a PII protein implicated in regulating bacterial metabolism in response to changes in the cellular carbon to nitrogen ratio [68,70,72,73] and is a major regulator of nitrogen metabolism including free-living nitrogen fixation. *A. brasilense* also possesses a second PII protein, GlnZ, that plays a distinct role from that of GlnB in the regulation of nitrogen fixation [72,70,74–75]. The *glnZ* gene was not altered by ethylene in our RNA-seq data.

To validate the changes in the abundance of *glnB* and *amtB* as a result of ethylene treatment, we used real-time RT-qPCR to compare the expression of *glnB* and *amtB* under nitrogen fixing conditions and included *glnZ* as a negative control. Consistent with the RNA-seq data, we found that the application of 100 ppb ethylene reduced the expression of both *glnB* and *amtB* but had no effect on *glnZ* (Fig 6A). The promoter region of *Azoetr1* contains a putative binding site for the sigma-54 factor RpoN (S3 Fig). RpoN controls many nitrogen-related behaviors in *A. brasilense* including nitrogenase expression [76]. Given the regulatory role of GlnB in the induction of nitrogen fixation and the role of RpoN in controlling nitrogen fixation gene expression, we tested the effect of ethylene treatment on the induction of *nifH* (OH82_RS22550) that encodes a subunit of the nitrogenase enzyme [77–79]. As expected, the transcript levels of *nifH* were reduced in the presence of 100 ppb ethylene (Fig 6A). *Azoetr1* expression was similar when grown in the presence of either NaNO_3_ or NH_4_Cl as the nitrogen sources (Fig 6B). Consistent with ethylene signaling being linked to nitrogen metabolism, *Azoetr1* expression was increased either in the absence of a nitrogen source (nitrogen fixation conditions) or in the presence of 2-oxoglutarate which mimics the high carbon to nitrogen ratio signal that regulates GlnB activity. Together these findings are consistent with ethylene mediating changes in the balance between carbon and nitrogen metabolism, most likely by affecting the abundance of *glnB* transcript levels, thus altering the ability of cells to respond to shifts in the carbon-to-nitrogen ratio.

**Fig 6:**
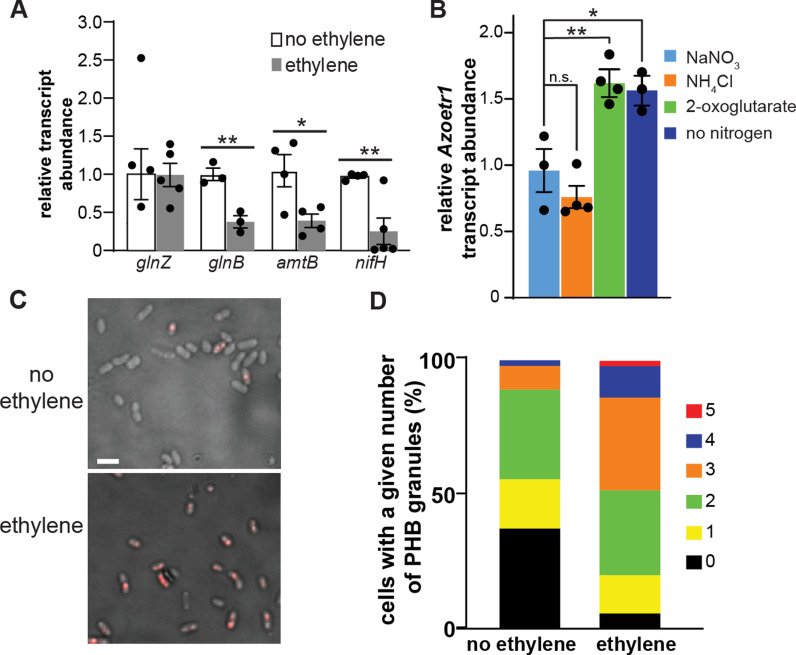
Ethylene alters the metabolic balance and stimulates poly-hydroxybutyrate (PHB) accumulation. **A)** Cells were grown with no nitrogen source in the presence and absence of 100 ppb ethylene for 24 hours at which time samples were processed and real-time RT-qPCR used to measure the transcript levels of the indicated genes. Data were normalized to expression of housekeeping genes and then to expression in the absence of ethylene as described in the materials and methods. Data is the average ± SEM. * *p* value < 0.05; ** *p* value < 0.01 compared to the no ethylene control as determined by Student’s t-test. **B)** Cells were grown overnight with 10 mM of the indicated nitrogen source or no added nitrogen with no shaking. At this time RNA was extracted and real-time RT-qPCR used to measure the transcript level of *Azoetr1*. Data was normalized to levels in the presence of NaNO_3_ and housekeeping genes as described in the materials and methods. Data is the average ± SEM. Statistical difference from NaNO_3_ was determined with ANOVA. n.s. not significant; * *p* value < 0.05; ** *p* value < 0.01. **C, D)** Cells were grown in MMAB in the presence and absence of 100 ppb ethylene for 24 hours at which time the cells were stained with Nile red. C) Representative DIC merged with fluorescent images of cells in control cells treated with 100 ppb ethylene. Scale bar = 1 µM. D) Stack graph showing the number of PHB granules accumulated per cell in control (n = 389) and ethylene-treated cells (n = 251).

An imbalance between nitrogen and carbon metabolism regulates the accumulation of poly-hydroxybutyrate (PHB) which is also regulated by GlnB in *A. brasilense* [80]. PHB serves as a carbon reserve for many bacteria and its accumulation in *A. brasilense* promotes stress endurance [81]. Using cells stained with the lipophilic dye Nile Red and microscopy, we showed that ethylene treatment increased the number of cells that contained PHB granules, including a statistically significant increase (Mann–Whitney U test *p* < 0.001) in the median number of PHB granules per cell from 1 to 3 under these conditions (Fig 6C, D and S2 Data). These results are consistent with the RNA-seq data showing a decrease in the expression of a gene encoding a poly-hydroxybutyrate depolymerase, *phaZ*, (OH82_RS11420), which is involved in the breakdown of PHB [82].

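In the RNA-seq samples, kept for 4 h with nitrate, with or without 100 ppb ethylene, RNA of phaZ (OH82_RS11420) was 152 ± 15.6 CPM (mean ± SD, n = 2) in air and 107 ± 7.27 (n = 3) with ethylene. This is a log2 change of -0.50 (standard error 0.0952, edgeR adjusted p = 0.013). phaZ lies at 26161 to 27381 on the minus strand of contig 10. Of 3 other genes of poly-hydroxybutyrate metabolism, none passed in edgeR (1 at an unadjusted p under 0.05) or DESeq2: the acetoacetyl-CoA reductase genes phbB OH82_RS17835 and OH82_RS30990 had log2 changes of -0.27 and -0.07, and the regulator gene phaR (OH82_RS30975) of 0.11 (edgeR adjusted p = 0.129, 0.688 and 0.436). phaR passed as higher with library totals as the scaling, and OH82_RS17835 as lower without air replicate 2. Air replicate 3 had 112 CPM of phaZ, within the range of the ethylene samples, and with it the log2 change was -0.37 and did not pass (edgeR adjusted p = 0.509). Nor did phaZ pass without air replicate 1 (edgeR adjusted p = 0.136).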

## Discussion

Plants respond to environmental challenges by recruiting different subpopulations of beneficial, non-symbiotic bacteria in the rhizosphere, but little is known about how this selection occurs [4,83]. The observation that plants can select some of their rhizospheric bacterial partners implies an exchange of molecular signals to select the most beneficial microorganisms from a diverse pool of candidates in the rhizosphere. Ethylene levels in the soil can reach sufficiently high concentrations to elicit responses in plants and it is clear that bacteria modulate ethylene responses in plants [21,44]. This coupled with the presence of an ethylene receptor in *A. brasilense* led us to hypothesize that root-derived ethylene affects the recruitment of specific rhizosphere bacteria to the root surface. Although ethylene receptors and signal transduction have been well-studied in plants, they have not been extensively studied in non-plant species [24,25,27]. Here, we show that AzoEtr1 directly binds ethylene and the application of ethylene regulates *A. brasilense* physiology including reducing biofilm formation and root colonization. Additionally, the application of ethylene causes wide-spread changes in metabolism that appear to upregulate carbon metabolism and downregulate nitrogen metabolism. Nitrogen metabolism and nutrient availability, including the carbon-to-nitrogen ratio, regulate cell-to-cell aggregation, root attachment, and biofilm formation in *A. brasilense* [84–87]. These data indicate that the perception of ethylene by soil and rhizosphere bacteria, such as *A. brasilense*, regulates root colonization.

Plants contain multiple ethylene receptor isoforms and deleting ethylene receptors causes constitutive ethylene responses with the severity increasing depending on the number of isoforms removed [88,89]. This and other data led to an inverse-agonist model for ethylene receptor signaling where in the absence of ethylene, the receptors are inhibiting down-stream signaling; the binding of ethylene inhibits the receptors leading to activation of down-stream signaling [88,90]. This model also seems to apply to *A. brasilense* (this study) and *Synechocystis* [32] because disrupting the receptor in either bacterium causes constitutive ethylene responses. This is interesting because the signaling pathways downstream of the ethylene receptors are different in each system. In plants, the ethylene receptors predominantly signal via a his-kinase-independent mechanism to a ser/thr protein kinase which functions as a negative regulator of the pathway [91–94]. By contrast, SynEtr1 signals via his autophosphorylation and phosphotransfer to a downstream response regulator, slr1213, which activates transcription of a small non-coding RNA, *csiR1* [36]. Ethylene inhibits his kinase activity of AtETR1 and there is indirect evidence that it also inhibits his kinase activity in SynEtr1 [32,95]. In *A. brasilense*, we predict that signaling from AzoEtr1 involves his autophosphorylation and phosphotransfer to AzoRR^Etr1^, and, based on studies of other receptors we predict that ethylene inhibits AzoEtr1 his autophosphorylation. Deleting the single ethylene receptor isoform in either *A. brasilense* or *Synechocystis* resulted in more extreme phenotypes than the application of ethylene. This is similar to what occurs in plants in which multiple isoforms were deleted and has contributed to the idea that there may be feedback inhibition on the receptors to desensitize the plant to ethylene [24,89,96]. Ethylene receptors in plants also have ethylene-independent roles [97] that might contribute to the more extreme phenotypes. Thus, the bacterial ethylene receptors may have roles in addition to mediating responses to ethylene or there may be feedback mechanisms on the receptors that reduce responses to ethylene as observed in plants [24,25]. Lower nitrogen availability increases *AzoEtr1* transcript abundance which would decrease ethylene sensitivity. *AzoEtr1* contains a putative binding site for the sigma-54 factor RpoN which might mediate this response to nitrogen. Thus, one possible feedback loop may involve RpoN.

The effects of ethylene on *A. brasilense* and *Synechocystis* are not the same. Physiologically, ethylene causes opposite effects on biofilm formation, with an increase in *Synechocystis* [32] and a decrease in *A. brasilense.* Additionally, *Synechocystis* responds quickly (within 30 min) to the application of ethylene [38], whereas *A. brasilense* requires several hours to respond. Deleting SynEtr1 results in faster twitching motility of *Synechocystis* [32], whereas, deletion of AzoEtr1 has no effect on *A. brasilense* swimming motility, since the timing of aerotaxis band formation was unaffected. *Synechocystis* motility is mediated by the coordination of pili and EPS production [98–100]. In contrast, motility in *A. brasilense* relies on a single polar flagellum that powers the movement of individual cells, whereas EPS production is required for biofilm formation and attachment [87,101,102]. Thus, it is not unexpected that the impact of ethylene perception on bacterial behavior differs between these two organisms One point of similarity is that both organisms are very sensitive to ethylene with responses occurring as low as 1 ppb ethylene [40], which is below the threshold for most responses in plants [93].

The ethylene-induced shift that increases carbon metabolism and reduces nitrogen assimilation (nitrogen-replete conditions) and nitrogen fixation (no organic nitrogen present) is intriguing. *A. brasilense* cells adapt their physiology to respond to changes in the availability of carbon relative to nitrogen in their environment by regulating attachment to roots, flocculation, and biofilm formation [84–86]. These traits have been linked to stress endurance and root surface colonization [87,101]. Based on our data, there are several mechanisms to consider by which ethylene may cause the shift in metabolism. Limiting the availability of nitrogen causes the accumulation of 2-oxoglutarate and a concomitant reduction in glutamine levels, which triggers differential signaling by PII proteins [64,65]. The measurements of these resources allow PII proteins, such as GlnB, to function at the center of the regulation of the balance between cellular carbon and nitrogen metabolism by interacting with many unrelated molecular targets to mediate cellular adaptation [68–73,77,103–106]. Our metabolomics data showed that ethylene increases 2-oxoglutarate levels. Given the central role of 2-oxoglutarate in signaling to the PII proteins [64,65], this represents a possible mechanism by which ethylene shifts metabolism by making the bacteria partially “blind” to shifts in nitrogen availability leading to alterations in carbon and nitrogen metabolic processes. This is reflected in the upregulation of carbon metabolism genes such as the 1-phosphofrutokinase *pfkB* and several genes encoding for components of the pyruvate dehydrogenase complex and downregulation of *glnB* which regulates the expression of other nitrogen assimilation (*amtB*) and nitrogen fixation (*nif*H) genes [70]. This effect of ethylene on *glnB* abundance could directly reduce the ability of cells to respond to shifts in carbon-to-nitrogen ratios. 

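In the RNA-seq samples, grown with nitrate and treated for 4 h, pfkB (OH82_RS07365), for 1-phosphofructokinase, had 1.35 ± 0.694 CPM (mean ± SD, n = 2) in air and 3.88 ± 0.712 (n = 3) with ethylene, a log2 change of 1.45 (standard error 0.288, edgeR adjusted p = 0.0149). Of the pyruvate dehydrogenase genes on contig 19, the acetyltransferase gene OH82_RS30845 rose by 1.40 on the log2 scale (standard error 0.167), lpdA (OH82_RS30840) by 0.74 and the E1 alpha gene pdhA (OH82_RS30855) by 0.49, with edgeR adjusted p of 0.00228, 0.00448 and 0.0104. A second lpdA (OH82_RS25220), elsewhere in the genome, did not pass, at -0.10. The acetoin dehydrogenase gene OH82_RS28815, of another complex of this kind, rose by 1.49. nifH (OH82_RS22550), a nitrogenase gene, had a log2 change of -0.03 (edgeR adjusted p = 0.914), and none of 14 genes of nitrogen fixation passed edgeR's test, adjusted over all genes or over the list alone (3 at an unadjusted p under 0.05), or DESeq2's. The paper measured nifH by qPCR in other cells, kept for 24 h without a nitrogen source. The list did not pass limma's camera (adjusted p = 0.786), and nifH stood at 4.86 CPM in air. With library totals as the scaling 1 of the 14 genes, nifA (OH82_RS22450), was higher, and without air replicate 2 another, nifK (OH82_RS22560), was lower. In air replicate 3 pfkB stood at 4.26 CPM, OH82_RS30845 at 272 and pdhA at 406, the last above every ethylene sample, and with all 6 samples none of these genes passed edgeR's test. Leaving out air replicate 1, pfkB and pdhA did not pass (edgeR adjusted p = 0.136 and 0.0782), and leaving out air replicate 2, pfkB stood at 2.17. The paper proposes that a higher level of 2-oxoglutarate, read by PII proteins, may be how ethylene shifts metabolism, and takes the rise of pfkB and pyruvate dehydrogenase genes with the fall of glnB to reflect that shift.

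**Figure D4:**
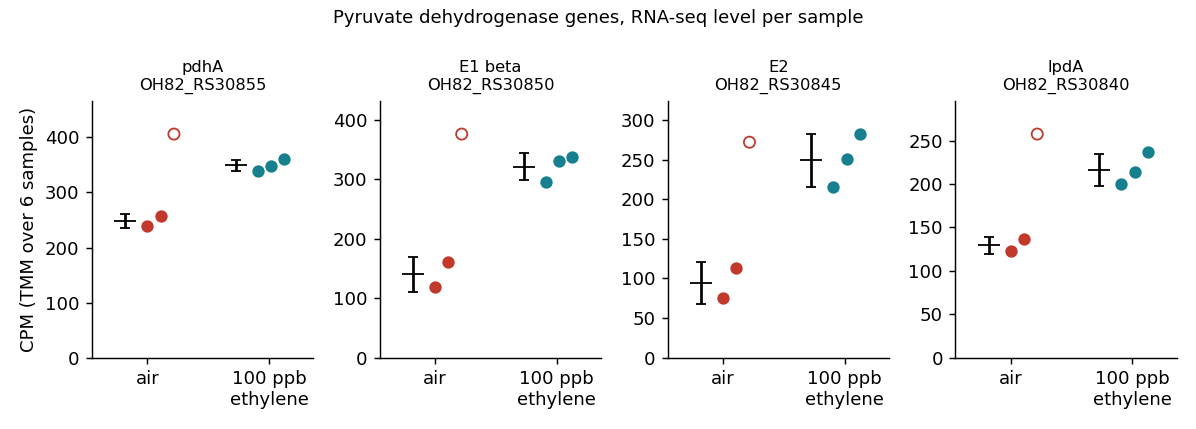
CPM of pdhA, OH82_RS30850 (E1 beta), OH82_RS30845 (E2, the acetyltransferase) and lpdA in each sample, where filled red points are air replicates 1 and 2, the open red point is air replicate 3, teal points are ethylene, and bars are the mean ± SD of the 2 air and 3 ethylene samples of the paper. Air replicate 3 lies above every ethylene point for pdhA, OH82_RS30850 and lpdA, for lpdA at 258 against 199.5 to 236. For OH82_RS30845 it lies above both other air points and not below all ethylene points.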

The changes in both 2-oxoglutarate and *glnB* are likely to be additive in altering the cells ability to sense changes in nitrogen. Our metabolomics data showed that ethylene also caused a reduction in cyclic di-GMP levels. Given that cyclic di-GMP affects both biofilm formation and metabolism [66,67], ethylene may also be affecting the cells by modulating the levels of this second messenger. At this point, the signaling pathway linking AzoEtr1 to these responses is unknown and it is unclear which of these or combination of these changes are central to responses to ethylene. Characterizing the signal transduction target(s) of AzoEtr1 should help decipher among these possibilities.

The advantages of perceiving ethylene in the rhizosphere are not yet clear. Unlike plants and some bacteria, our results indicated that *A. brasilense* Sp7 cannot biosynthesize ethylene under the conditions tested. This does not rule out that there are certain conditions where *A. brasilense* biosynthesizes ethylene. But, if true that *A. brasilense* does not biosynthesize ethylene, then ethylene must be encountered from external sources. Ethylene levels in the soil are influenced by various factors, including compaction and water saturation and can range from trace amounts to above 10 ppm, which is well above the levels needed to elicit biological responses in plants [20–23]. Our results suggest several possible ecophysiological roles for ethylene in *A. brasilense*. One major source of ethylene in the soil are plant roots, raising the possibility that plant-derived ethylene regulates root colonization by *A. brasilense*. In this role it might be regulating the timing, spatial distribution, or both of colonization of the root surface. Ethylene does not seem to cause cells to leave a biofilm, but can prevent additional cells from becoming part of a biofilm. Colonization of plant roots can lead to increased ethylene biosynthesis by the plant [16,43,107]. Thus, another role of plant-derived ethylene may be to act as a cue for *A. brasilense* to return to a motile life-style, perhaps to avoid competition by other bacteria on the root surface. It is also possible that ethylene is not a plant-derived signal, but is a signal from other microorganisms in the rhizosphere. In this role, ethylene might signal a highly competitive environment, thus signaling *A. brasilense* to remain a free-living cell and store carbon in the form of PHB for when an environment favorable for attachment occurs. However, these roles are not mutually exclusive. Many soil proteobacteria that form associations with plants also contain putative ethylene receptors [27,32,41] suggesting that ethylene acts as a gaseous signal that affects colonization by many species of bacteria.

## Materials and methods

Seeds of tomato var. Floridade were obtained from Zellajake Farm and Garden, var. Microtom from Urban Farmer Seeds & Supplies, and *nr* var. Ailsa Craig were from Gloria Muday. *Arabidopsis* seeds are lab stocks.

### Bacterial strains and growth conditions

Wild-type *Azospirillum brasilense* Sp7 and AzoEtr1 mutants in the same background were used throughout this study. Bacterial strains and plasmids used in this study are listed in Table 2. Cells were grown at 28°C with shaking in either tryptone-yeast (TY) or Minimal Media for *A. brasilense* (MMAB) supplemented with 10 mM NaNO_3_ unless otherwise indicated. For cultures grown in the absence of nitrogen or 2-oxoglutarate, an overnight culture grown in TY was resuspended in the designated media and adjusted to an OD_600_ of 1.0. These cultures were grown overnight without shaking to allow for biological nitrogen fixation. Growth in TY was supplemented with appropriate antibiotic selections (ampicillin 200 µg ml^-1^ for all *A. brasilense*, 10 µg ml^-1^ tetracycline for Tet^R^ insertions, and 50 µg ml^-1^ gentamycin for Gm^R^ insertions).

**Table 2:** List of strains and plasmids used in this study.

Strain/Plasmid	Relevant Characteristics	Reference or Source
A*. brasilense* Sp7	Amp^R^	[102]
*azoEtr1*::Tet^R^	Insertional disruption of *azoEtr1*, Amp^R^, Tet^R^	This work
*azoEtr1*::Gm^R^	Insertional disruption of *azoEtr1*, Amp^R^, Gm^R^	This work
pRH005	Gateway-based destination vector expressing proteins fused with YFP at their C-terminus; Km^R^, Cm^R^	[108]
pBBR1-MCS3	Plac promoter, Tet^R^	[109]
A*. brasilense Sp7* *pRH005-pKan*^*R*^*-YFP*	Sp7 expressing plasmid based YFP under Kan^R^ promoter for constitutive expression.	This work
*azoEtr1*::Tet^R^ pRH005-pKan^R^-YFP	*azoEtr1*::Tet^R^ expressing plasmid based YFP under Kan^R^ promoter for constitutive expression.	This work
A*. brasilense* Sp7 pRH005-Etr1	Sp7 expressing C-terminal Etr1-YFP fusion from pRH005, Amp^R^, Kan^R^	This work
*azoEtr1*::Gm^R^ pRH005-Etr1 pBBR1-MCS3 azoRR^Etr1^	*azoEtr1*::Gm^R^ expressing Etr1-YFP fusion from pRH005 and azoRR^Etr1^ from pBBR1-MCS3, Gm^R^, Kan^R^, Amp^R^, Tet^R^	This work
*azoEtr1*::Gm^R^ pRH005-D35A pBBR1-MCS3 azoRR^Etr1^	*azoEtr1*::Gm^R^ expressing D35A mutant Etr1-YFP fusion from pRH005 and azoRR^Etr1^ from pBBR1-MCS3, Gm^R^, Kan^R^, Amp^R^, Tet^R^	This work
*azoEtr1*::Gm^R^ pRH005-C75A pBBR1-MCS3 azoRR^Etr1^	*azoEtr1*::Gm^R^ expressing C75A mutant Etr1-YFP fusion from pRH005 and azoRR^Etr1^ from pBBR1-MCS3, Gm^R^, Kan^R^, Amp^R^, Tet^R^	This work
*azoEtr1*::Gm^R^ pRH005	*azoEtr1*::Gm^R^ harboring pRH005	This work
*azoEtr1*::Gm^R^ pBBr1-MCS3	*azoEtr1*::Gm^R^ harboring pBBR1-MCS3, Tet^R^	This work
DH5α	RecA1^-^ EndA1^-^ blue/white	Thermofisher
pRK 2013	ColE1 replicon, Tra, KanR Helper plasmid for triparental conjugation	[110]

### Localization of AzoEtr1

Gateway cloning, according to the manufacturer’s recommendations, was used to create C-terminal YFP fusions of AzoEtr1 using the pRH005 destination vector. Gene specific primers were prepared and Sp7 genomic DNA was used as a template. PCR products were then subjected to BP and LR cloning steps to move the PCR product first into pDONR2.1, an expression vector before being moved into pRH005, the destination vector, yielding the YFP fusion constructs under constitutive expression. These constructs were conjugated to wild-type *A. brasilense Sp7* cells. Cells expressing AzoEtr1-YFP were grown and image stacks were captured using a Leica

SP8 confocal microscope. Images were analyzed by the maximum intensity projection of 25 stacks. Images were processed using Lightning deconvolution software.

### Disruption of *Azoetr1* and complementation in *A. brasilense*

*Azoetr1* was disrupted with either a tetracycline resistance insert (AzoEtr1::Tet^R^) downstream of helix 3 or a gentamicin resistance insert (AzoEtr1::Gm^R^) between transmembrane helices 1 and 2. Insertional mutagenesis was performed as previously described [111]. Gateway cloning according to manufacturer recommendations was used to create the C-terminal YFP fusion of AzoEtr1 using the pRH005 destination vector using the 500 bp upstream of *Azoetr1* as the promoter. Gene specific primers were made and Sp7 genomic DNA was used as a template. PCR products then underwent BP and LR cloning steps to move the PCR product first into pDONR2.1, an expression vector before being moved into pRH005, the destination vector, yielding the YFP fusion constructs. To create AzoEtr1^D35A^ and AzoEtr1^C75A^ mutants containing the D35A and C75A point mutations respectively, *Azoetr1* was placed into the pUC19 plasmid and site-directed mutagenesis was performed using the primers listed in S4 Table. After mutagenesis, the same primers used for wild-type *Azoetr1* gateway cloning were again used to move AzoEtr1^D35A^ and AzoEtr1^C75A^ into the pRH005 vector for expression. DH5α *E. coli* were transformed with constructs confirmed by sequencing and mated into AzoEtr1::Gm^R^ cells using the triparental conjugation protocol for *A. brasilense* [111]. Complementation with *Azorr*^*etr1*^ was performed by amplification with gene specific primers encoding restriction cut sites. After digestion of both the template DNA and pBBR1-MCS3 plasmid, *Azorr*^*etr*1^ was ligated into the pBBR1-MCS3 plasmid putting Azorr^Etr1^ expression under the *lac* promoter. pBBR1-MCS3 containing *Azorr*^*etr1*^was mated into AzoEtr1::Gm^R^ pRH005-Etr1, AzoEtr1::Gm^R^ pRH005-Etr1^D35A^, and AzoEtr1::Gm^R^ pRH005-Etr1^C75A^, using a triparental conjugation protocol. No induction of Azorr^Etr1^ with IPTG was necessary because leaky expression was enough to give comparable levels of *Azorr*^*etr1*^ as wild-type *A. brasilense* (S7 Fig).

### Cloning of *Azoetr1* and expression of AzoEtr1 in *P. pastoris*

When we started this project, *A. brasilense* Sp7 had not yet been sequenced. Therefore, we cloned *AzoEtr1* from *A. brasilense* Sp245 (now known as *A. baldaniorum*) [112] and PCR amplified a truncated version (the first 390 bp) of the gene corresponding to the coding region for the putative ethylene-binding domain (first 130 amino acids). Amplification was carried out by PCR with a 5’ *Eco*R1 restriction site and a 3’*Xho*I restriction site using 5’-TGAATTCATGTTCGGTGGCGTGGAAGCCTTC-3’ and 5’-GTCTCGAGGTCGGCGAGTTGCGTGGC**-**3’ primers. Sequencing *A*. *brasilense* Sp7 showed that the amino acid sequences of *A. brasilense* Sp7 and *A. baldaniorum* are identical for the first 130 amino acids used for ethylene-binding assays (S4 Fig). The PCR fragment was subcloned into a pGEM-T vector and DH5α *E. coli* cells transformed with this plasmid. The plasmids were isolated and *AzoEtr1* excised, and subsequently ligated into the *P. pastoris* expression vector, pPIKZA containing a GST tag at the 3’ end of the gene, as previously described [32]. *P. pastoris* was transformed with these plasmids as previously described by [53]. AzoEtr1[1-130]GST was expressed in yeast cells using the protocol described in the Invitrogen *P. pastoris* manual. Following at 48-hour induction with methanol, cells were harvested, washed once with water, frozen in liquid nitrogen, and stored at -80°C until use.

### Whole-cell ethylene-binding assays

^14^C_2_H_4_ was obtained from ViTrax Radiochemicals (Placentia, CA, USA) and trapped in mercury perchlorate as previously described [52,113]. For both bacteria and yeast, cells were thawed and whole-cell ethylene-binding assays were carried out as previously described [29,52,113]. For yeast cells, 1 g fresh weight per sample was used and for bacteria cells, 3 g fresh weight per sample were used. The cells were exposed to 400 ppb ^14^C_2_H_4_ in the presence or absence of excess ^12^C_2_H_4_. Saturable ethylene binding was calculated by subtracting the amount of ethylene bound in the presence of excess ^12^C_2_H_4_ (non-specific binding) from the amount of ethylene bound in the absence of ^12^C_2_H_4_ (total binding). All experiments were repeated at least three times. Yeast data was normalized to saturable binding in cells expressing AzoEtr1, and bacterial cells to saturable binding in *A. brasilense* Sp7.

### Sequence alignment and domain prediction

Sequence alignment was performed using Clustal Omega software (https://www.ebi.ac.uk/jdispatcher/msa/clustalo). Genomic predictions of *Azoetr1* and *Azorr*^*etr1*^ were performed using the Basic Local Alignment Search Tool (https://blast.ncbi.nlm.nih.gov/Blast.cgi). Protein domain predictions were done using Simple Modular Architecture Research Tool (http://smart.embl-heidelberg.de/) [114,115].

### Crystal violet biofilm staining

Biofilm formation was assayed by crystal violet staining [84] in 12-well PVLC plates with the lid pierced above each well with a 27-gauge needle and covered with micropore surgical tape to ensure equal gas flow between the wells. The plates were placed in airtight chambers and treated with the specified concentration of ethylene for 3 days before crystal violet staining. After 3-days, liquid was removed from the wells and stained with 0.1% crystal violet for 20 minutes. Crystal violet was then removed and each sample washed with distilled water three times. After washing, the crystal violet was solubilized in 95% ethanol and the absorbance at 600nm (A_600_) was measured. Growth of cells in separate samples was determined by measuring the OD_600_ of the planktonic culture in each well. Data represent the analysis of at least three biological replicates for each condition which were each analyzed with three technical replicates

### Abiotic surface attachment on slide assays

A*. brasilense* cultures were grown in TY media overnight with appropriate antibiotics and adjusted to an OD_600_ of 1.0 in 1mM NaNO_3_ supplemented MMAB used in previous biofilm experiments. Microscope slides were coated with poly-L-lysine to increase cell adhesion [61] prior to the application of 10 µL samples. These were placed into 500 mL mason jars without cover slips and sealed with lids fitted with rubber septa to inject ethylene. Humidity was maintained in the chambers with wet paper. Samples were treated with either 100 ppb ethylene or ethylene-free air and incubated at 28°C for 24 h. After this time, the slides were removed and imaged on a Zeiss Axio Observer Z1 at 100x.

### Scanning electron microscopy

*A. brasilense* was grown in liquid MMAB media with antibiotics and incubated with shaking at 28°C until the culture reached OD_600_ of 0.4. The samples were centrifuged and washed with Chemotaxis (Che) buffer (10 mM phosphate buffer plus 0.1 mM EDTA) three times, resuspended in biofilm media, and placed in Petri dishes. Silicon chip specimen supports (TED PELLA, Inc.) were sterilized with 95% (v/v) ethanol, coated with poly-L-lysine to increase cell adhesion [61], placed in Petri dishes with cells. The samples were placed in an airtight container and sealed with lids fitted with rubber septa to inject ethylene. Samples were treated with 100 ppb ethylene or ethylene-free air and incubated at 28°C without shaking for 72 h to allow formation of biofilm. The samples were prepared for scanning electron microscopy and visualized using a Hitachi TM3030 scanning electron microscope.

### Root colonization assays

Root colonization assays were performed on tomato and *A. thaliana* with a modification of a prior study [116]. Briefly, tomato seeds were surface sterilized with 50% (v/v) bleach for 30 min to remove and kill microbes on the seed coat, washed three times with distilled H_2_O, plated on 0.8% (w/v) agar plates containing ¼ strength Murashige and Skoog salts [117] and grown for 3d in a 16 h:8 h light:dark cycle at 28°C. Seedlings were then transferred to 50 mL chambers (2 seedlings per chamber) containing Fahraeus media with 0.6% (w/v) agar and inoculated with *A. brasilense*. Four chambers were used for each assay. Colonization assays were performed in the presence or absence of 100 ppb ethylene for 24 hours. The roots were then removed and gently rinsed with distilled water followed by root tissue homogenization using a bead homogenizer. The resulting mixture was serially diluted to 10^-8^ and plated to count the CFUs. The colonization index was calculated as previously described [116], and normalized to either wild-type or ethylene-free conditions.

For *A. thaliana* colonization, seeds were surface sterilized with 70% (v/v) ethanol and 10% (v/v) bleach plus 0.1% (v/v) triton X-100. They were then stratified for 3 days and plated on 0.8% (w/v) agar plates containing ¼ strength Murashige and Skoog salts [117] and grown for 4d in light at 22°C. The seedlings were dipped into concentrated bacteria placed on fresh agar plates. Colonization was allowed to occur for 24 h in the presence or absence of 100 ppb ethylene. Whole seedlings were weighed and homogenized before serial dilution and plating for CFU counting. CFUs per gram of plant fresh weight were calculated.

### Fluorescent microscopy of root colonization

In some cases, root colonization was performed as described above using YFP-expressing *A. brasilense*. These were generated by conjugation with the gateway destination vector pRH005 to express KanR promoter-YFP fusion. For tomato colonization, assays were carried out in microscopy slide-in-chambers containing one tomato plant as previously described [118]. These chambers were maintained at 28°C for 24 h before imaging using a Leica SP8 confocal microscope. The colonization of *A. thaliana* roots was performed as described above. After 24 h, the plants were removed from the wells and placed onto slides with 5 µL of water. Images were taken on a Zeiss Axio Observer Z1 microscope.

### Ethylene measurements

To measure ethylene production by *A. brasilense*, liquid cultures were grown to an OD_600_ of 1.0 and sealed for 2 h before sampling the headspace using an ETD-300 photoacoustic ethylene detector (Sensor Sense B.V., Nijmegen, The Netherlands). Some samples were supplemented with 1 µM 1-aminocyclopropane-1-carboxylate, 1 mM methionine, or 1 mM 2-(methylthio)ethanol as these are known precursors for ethylene biosynthesis in plants and bacteria [56]. The experiments were replicated twice.

### RNA extraction and qRT-PCR

For gene expression analysis, RNA was extracted from *A. brasilense* grown overnight in MMAB in the absence of ethylene or at the designated ethylene concentration. For the gene expression analysis of *glnZ, glnB, amtB*, and *nifH* cells were grown overnight in MMAB, washed and resuspended at an OD_600_ of 1.0 in MMAB without a nitrogen source and grown without shaking for 24 hours in the presence or absence of ethylene at the indicated concentration. RNA isolation was performed using the TRIzol:chloroform method with some modifications. Briefly, 2 mL of cells were pelleted before resuspension in 550 µL of TRIzol and dissolution of cell pellets. After cell pellets were dissolved, 250 µL of lysozyme was added, and samples were incubated for 20 min at 37°C. After incubation, the samples were placed on ice for 5 min before the addition of 200 µL chloroform. cDNA synthesis was performed using the Sensifast cDNA synthesis kit. RNA was normalized to 100 ng µL^-1^ and 100 ng µL^-1^ cDNA was prepared. qPCR was performed using a SYBR-NOROX kit. Primers for quantitative PCR were designed using Integrated DNA Technologies and gene expression levels relative to the previously validated reference genes *GlyA* and *RecA* [119] calculated following the 2^-∆∆ct^ method [120]. The data were then normalized to the expression in the absence of ethylene. The primers used to quantify *Azoetr1*, *Azorr*^*etr1*^, *OH82-RS30850*, and *OH82_RS14895* are listed in S5 Table. All other primers used were from prior studies [49,121,122].

### RNA-seq

To determine the downstream targets of the ethylene signaling pathway, we conducted an RNA-seq experiment in which cells were grown in liquid culture in MMAB with NaNO_3_ for 16 h and then for 4 h in the presence or absence of 100 ppb ethylene. RNA was extracted as previously described. RNA-seq and bioinformatics analyses were performed using GeneWiz (South Plainfield, NJ, USA). The Wald test was used to generate *p* values. Genes with adjusted *p* values ≤ 0.05 and absolute log_2_ fold changes ≥ 1 were considered differentially expressed. Gene Ontology categories were determined using the Kyoto Encyclopedia of Genes (KEGG). The RNA-seq data discussed in this publication have been deposited in the NCBI GEO Omnibus [123] with GEO Series Accession Number GSE179776 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179776).

### Immunoblots

Proteins from membranes isolated from *A. brasilense* were separated by SDS-PAGE. Wild-type and mutant AzoEtr1 protein expression were analyzed with immunoblots using a 1:1000 dilution of a polyclonal anti-GFP antibody (Abcam). An infrared IRDye800 (LI-COR) secondary antibody was used, and detected using an Odyssey CLx Imager (LI-COR).

### Metabolomics

Samples were grown in TY overnight before being washed in Chemotaxis (Che) Buffer, and the OD_600_ was normalized to 1.0. These samples were used to inoculate 10mL of MMAB supplemented with NaNO_3_. The samples were grown for 24 h in sealed tubes injected with 100 ppb ethylene or an equivalent volume of ethylene-free air. After 24 h of growth, the cells were pelleted by centrifugation, the supernatant was removed, and the samples were flash-frozen in liquid nitrogen before analysis by LC-MS/MS. Partial least squares differential analysis was performed to determine the separation of the metabolic profiles. The analysis was performed at the Biological and Small Molecule Mass Spectrometry Core Facility in the Department of Chemistry at the University of Tennessee. MetaboAnalyst 5.0 was used for partial least squares discriminant analysis and to conduct pathway analysis [124]. Data represent the analysis of three biological replicates for each condition which were each analyzed with three technical replicates and normalized to tissue fresh weight. Pathway analysis of metabolites was performed using the Kyoto Encyclopedia of Genes (KEGG) (https://www.genome.jp/kegg/).

### PHB staining

Cells were grown overnight in TY medium and washed with Che Buffer before adjusting the OD_600_ to 1.0 in Che buffer [118]. These samples were used to inoculate 50 mL MMAB supplemented with 10 mM NaNO_3_. The cultures were grown in flow-through chambers and treated with either 100 ppb ethylene or ethylene-free air. Stirring was achieved using a stir bar set to 200 RPM. Growth was allowed to occur for 24 h after which 2 mL of these cultures were collected and washed with Che Buffer before staining with 0.5% (w/v) Nile Red for 30 min., and then imaged using a Zeiss Axio Observer Z1 microscope. Images were analyzed using ImageJ/Fiji (ver. 1.52E) to determine the number of foci per cell. The statistical significance of the differences in the median values was determined using the Mann-Whitney Test.

### Oxidative stress assays

Sp7 and AzoEtr1::Tet^R^ cells were grown on 1.5% (w/v) TY agar for 24 h at which time a 6 mm filter paper disk soaked in 0.3% (v/v) hydrogen peroxide was placed in the center of the agar dish. After 24 h, the zone of inhibition diameter was measured.

### Carotenoid extraction

Cultures were grown for three days in TY medium at 28°C at which time cells were pelleted and resuspended in an equal volume of 100% (v/v) methanol. The samples were shaken overnight at room temperature at a speed of 180 RPM. The OD_485_ of the supernatant was determined using an Evolution 60 spectrophotometer (Thermo Scientific).

### Colony morphology

The cells were grown overnight in TY medium and adjusted to an OD_600_ of 1.0. 10µL spots were made on TY 1.5% (w/v) agar plates and allowed to dry and grow for three days before imaging with an Olympus SZH10 microscope using a Canon EO5 camera.

### Aerotaxis Assay

Aerotaxis assays were performed as previously described with some changes [67]. Cells were grown to an OD_600_ of 0.6 in MMAB and washed in Che buffer before resuspension to an OD_600_ of 0.6. An optically flat capillary tube was then used to draw cells from the cell suspension. This capillary tube was placed in focus under a microscope and a flow nitrogen gas was used for 3 minutes to abolish existing oxygen gradients. The gas flow was then switched to air and band formation was visualized under a light microscope at 4x.

### Statistics

ANOVA and Mann-Whitney tests were performed using GraphPad Prism (ver. 10.0.2). Student’s t-test was performed done using Microsoft Excel.

## Supporting information

S1 Fig Predicted amino acid sequences of AzoEtr1 and Azorr^etr1^.

S2 Fig Genomic structure around *Azoetr1* in *A. brasilense* Sp7.

S3 Fig Nucleotide sequence of plasmid (ABSP7_p1) containing *Azoetr1* and *Azorr* ^*etr1*^.

S4 Fig Alignment of AzoEtr1 homologs from different *Azospirillum* species.

S5 Fig Ethylene and the AzoEtr1::TetR disruption reduces biofilm formation.

S6 Fig Additional traits affected by disruption of AzoEtr1.

S7 Fig Transcript abundance of *Azorr* ^*etr1*^ in AzoEtr1::Gm^R^ lines.

S8 Fig Empty vector plasmids do not rescue biofilm formation and responses to ethylene.

S9 Fig Ethylene measurements on *A. brasilense.*

S10 Fig Root colonization of tomato is inhibited by ethylene or disruption of AzoEtr1. )
(PDF)

S11 Fig Principal Component Analysis (PCA) of global gene transcript changes caused by ethylene.

S12 Fig Transcript abundance of *Azoetr1* and *Azorr* ^*etr1*^ in response to ethylene.

S1 Table Genes predicted to be co-transcribed in response to ethylene that are associated with one or more of the top 36 gene transcripts altered by ethylene.

S2 Table Genes predicted to be co-transcribed in response to ethylene but, not included in the top 36 genes altered by ethylene.

S3 Table Metabolites significantly altered by treatment with ethylene.

S4 Table Cloning primers.

S5 Table qPCR primers.

S1 Data Differentially expressed genes.

S2 Data Underlying numerical data.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S1 Fig

Supplemental Figures

A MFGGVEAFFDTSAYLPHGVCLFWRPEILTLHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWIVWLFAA
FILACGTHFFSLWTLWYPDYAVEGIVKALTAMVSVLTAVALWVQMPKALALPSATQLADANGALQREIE
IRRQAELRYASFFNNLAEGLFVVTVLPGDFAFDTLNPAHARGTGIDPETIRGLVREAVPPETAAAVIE
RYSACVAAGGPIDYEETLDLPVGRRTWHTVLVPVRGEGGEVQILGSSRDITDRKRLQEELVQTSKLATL
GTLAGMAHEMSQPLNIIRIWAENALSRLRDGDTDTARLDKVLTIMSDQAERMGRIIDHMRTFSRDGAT
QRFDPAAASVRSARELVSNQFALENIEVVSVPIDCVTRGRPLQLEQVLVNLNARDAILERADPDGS
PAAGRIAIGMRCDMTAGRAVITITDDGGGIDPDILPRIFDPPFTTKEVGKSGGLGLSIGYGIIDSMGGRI
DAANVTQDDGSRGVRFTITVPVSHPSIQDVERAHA

B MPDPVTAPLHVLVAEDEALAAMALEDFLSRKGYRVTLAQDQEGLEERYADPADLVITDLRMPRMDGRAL
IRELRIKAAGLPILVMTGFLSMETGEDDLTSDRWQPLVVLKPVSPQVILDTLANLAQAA
KLRPA

S1 Fig. Predicted amino acid sequences of AzoEtr1 and Azorr^{etr1}. A) AzoEtr1 is predicted to be 525 amino acids long and **B)** Azorr^{etr1} to be 135 amino acids long.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S2 Fig

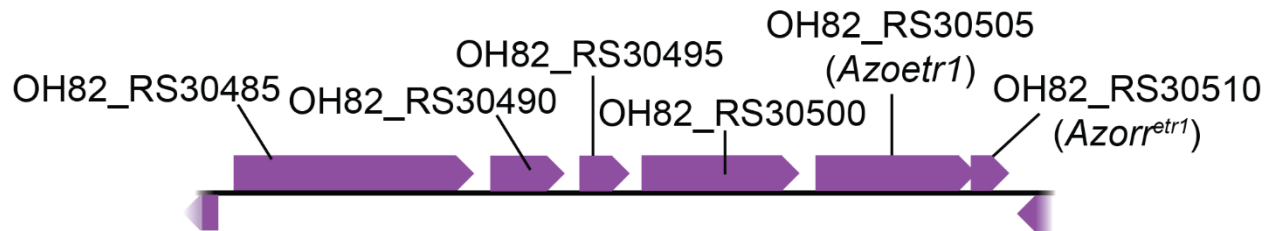

S2 Fig. Genomic structure around *Azoetr1* in *A. brasilense* Sp7. Downstream is OH82_RS30510 we call *Azorret1* which is predicted to encode a response regulator protein. Upstream, OH82_RS30500 is predicted to encode a peptide chain release factor 3, OH82_RS30495 a hypothetical protein, OH82_RS30490 an aspartate-semialdehyde dehydrogenase, and OH82_RS30485 a maltodextrin or glycogen phosphorylase.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S3 Fig

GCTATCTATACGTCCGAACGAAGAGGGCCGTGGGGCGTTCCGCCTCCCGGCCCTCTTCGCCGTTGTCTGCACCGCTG
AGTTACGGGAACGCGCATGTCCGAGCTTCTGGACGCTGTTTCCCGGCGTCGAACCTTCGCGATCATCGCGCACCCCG
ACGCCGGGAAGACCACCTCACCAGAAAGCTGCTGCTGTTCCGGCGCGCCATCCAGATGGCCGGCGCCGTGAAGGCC
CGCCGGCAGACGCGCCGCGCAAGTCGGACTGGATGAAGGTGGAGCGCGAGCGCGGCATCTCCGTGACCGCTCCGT
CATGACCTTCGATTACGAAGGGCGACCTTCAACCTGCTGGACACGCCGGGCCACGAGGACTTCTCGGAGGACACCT
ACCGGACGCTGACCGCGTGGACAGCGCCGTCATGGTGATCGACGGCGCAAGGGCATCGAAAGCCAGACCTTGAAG
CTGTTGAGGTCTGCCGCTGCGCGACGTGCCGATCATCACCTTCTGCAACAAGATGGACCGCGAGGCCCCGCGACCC
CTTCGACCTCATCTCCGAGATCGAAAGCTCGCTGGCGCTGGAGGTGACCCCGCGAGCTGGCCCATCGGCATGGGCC
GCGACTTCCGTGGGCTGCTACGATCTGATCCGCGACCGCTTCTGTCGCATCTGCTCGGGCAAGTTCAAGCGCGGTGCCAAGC
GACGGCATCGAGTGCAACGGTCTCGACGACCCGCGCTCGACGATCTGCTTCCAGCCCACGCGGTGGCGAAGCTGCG
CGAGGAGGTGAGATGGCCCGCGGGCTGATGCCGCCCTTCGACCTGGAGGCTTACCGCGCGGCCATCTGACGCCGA
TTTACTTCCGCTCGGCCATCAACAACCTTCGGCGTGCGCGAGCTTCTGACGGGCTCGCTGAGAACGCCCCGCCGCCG
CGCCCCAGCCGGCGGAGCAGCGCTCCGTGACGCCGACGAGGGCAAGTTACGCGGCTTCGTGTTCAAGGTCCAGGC
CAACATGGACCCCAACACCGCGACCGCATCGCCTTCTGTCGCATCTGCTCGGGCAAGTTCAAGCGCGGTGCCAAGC
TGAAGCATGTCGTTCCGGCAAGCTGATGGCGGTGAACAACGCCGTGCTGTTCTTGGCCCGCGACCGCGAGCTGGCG
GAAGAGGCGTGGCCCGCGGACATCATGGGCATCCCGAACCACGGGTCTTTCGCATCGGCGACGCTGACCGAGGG
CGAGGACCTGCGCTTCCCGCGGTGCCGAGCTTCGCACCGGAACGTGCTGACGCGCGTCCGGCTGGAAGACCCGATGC
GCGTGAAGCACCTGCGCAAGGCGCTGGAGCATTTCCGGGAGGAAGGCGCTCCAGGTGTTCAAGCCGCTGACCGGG
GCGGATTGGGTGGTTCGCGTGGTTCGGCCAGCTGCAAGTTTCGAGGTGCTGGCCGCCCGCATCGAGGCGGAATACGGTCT
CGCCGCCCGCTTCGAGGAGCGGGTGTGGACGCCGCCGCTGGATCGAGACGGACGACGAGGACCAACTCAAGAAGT
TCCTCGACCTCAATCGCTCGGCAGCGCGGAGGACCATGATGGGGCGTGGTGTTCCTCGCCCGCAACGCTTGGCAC
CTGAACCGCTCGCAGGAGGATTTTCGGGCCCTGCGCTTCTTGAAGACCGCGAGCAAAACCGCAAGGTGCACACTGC
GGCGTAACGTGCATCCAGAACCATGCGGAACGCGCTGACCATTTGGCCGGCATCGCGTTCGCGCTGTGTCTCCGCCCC
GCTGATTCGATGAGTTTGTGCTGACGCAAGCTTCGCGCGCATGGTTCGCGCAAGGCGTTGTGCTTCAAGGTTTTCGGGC
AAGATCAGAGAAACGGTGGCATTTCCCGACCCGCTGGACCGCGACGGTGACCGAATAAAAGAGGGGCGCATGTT
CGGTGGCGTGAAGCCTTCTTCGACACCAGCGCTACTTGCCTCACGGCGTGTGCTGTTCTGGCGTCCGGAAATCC
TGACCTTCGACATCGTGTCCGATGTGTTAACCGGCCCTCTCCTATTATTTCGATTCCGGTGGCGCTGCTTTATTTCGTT
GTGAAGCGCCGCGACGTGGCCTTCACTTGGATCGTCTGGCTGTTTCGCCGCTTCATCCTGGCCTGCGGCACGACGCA
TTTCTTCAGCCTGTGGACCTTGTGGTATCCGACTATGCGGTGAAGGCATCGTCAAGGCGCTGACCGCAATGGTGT
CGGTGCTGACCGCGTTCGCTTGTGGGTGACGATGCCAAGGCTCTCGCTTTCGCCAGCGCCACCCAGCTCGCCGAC
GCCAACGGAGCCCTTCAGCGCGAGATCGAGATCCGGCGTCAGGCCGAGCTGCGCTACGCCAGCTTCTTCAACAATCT
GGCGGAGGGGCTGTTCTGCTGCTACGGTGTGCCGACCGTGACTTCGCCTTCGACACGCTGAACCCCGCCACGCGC
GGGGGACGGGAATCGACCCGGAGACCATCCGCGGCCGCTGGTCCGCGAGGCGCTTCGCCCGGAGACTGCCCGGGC
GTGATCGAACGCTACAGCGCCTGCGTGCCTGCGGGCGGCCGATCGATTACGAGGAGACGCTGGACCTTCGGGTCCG
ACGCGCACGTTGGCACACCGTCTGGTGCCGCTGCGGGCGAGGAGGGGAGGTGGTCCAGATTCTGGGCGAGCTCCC
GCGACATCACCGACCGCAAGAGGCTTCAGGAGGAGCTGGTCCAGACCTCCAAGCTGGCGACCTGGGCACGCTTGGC
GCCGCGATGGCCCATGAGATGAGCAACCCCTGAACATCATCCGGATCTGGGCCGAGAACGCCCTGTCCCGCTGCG
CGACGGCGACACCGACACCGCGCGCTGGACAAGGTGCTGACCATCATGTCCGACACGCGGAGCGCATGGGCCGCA
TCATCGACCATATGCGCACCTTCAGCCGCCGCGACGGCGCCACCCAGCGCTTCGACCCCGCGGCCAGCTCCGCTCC
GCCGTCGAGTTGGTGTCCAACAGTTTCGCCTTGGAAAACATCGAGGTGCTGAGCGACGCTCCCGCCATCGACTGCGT
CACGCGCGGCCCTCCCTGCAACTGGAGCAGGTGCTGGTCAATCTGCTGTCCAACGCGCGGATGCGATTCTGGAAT
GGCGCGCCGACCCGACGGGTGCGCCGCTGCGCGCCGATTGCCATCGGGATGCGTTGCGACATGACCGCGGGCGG
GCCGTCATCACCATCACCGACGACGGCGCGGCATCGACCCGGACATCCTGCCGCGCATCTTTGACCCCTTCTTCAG
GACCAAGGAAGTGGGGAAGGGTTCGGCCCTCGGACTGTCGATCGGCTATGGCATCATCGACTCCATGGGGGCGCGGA
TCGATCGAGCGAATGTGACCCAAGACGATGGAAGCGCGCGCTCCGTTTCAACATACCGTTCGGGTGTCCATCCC
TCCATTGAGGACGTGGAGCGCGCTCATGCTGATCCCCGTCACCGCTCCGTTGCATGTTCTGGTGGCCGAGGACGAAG
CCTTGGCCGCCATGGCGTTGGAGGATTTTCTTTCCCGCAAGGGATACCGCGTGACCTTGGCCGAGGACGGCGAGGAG
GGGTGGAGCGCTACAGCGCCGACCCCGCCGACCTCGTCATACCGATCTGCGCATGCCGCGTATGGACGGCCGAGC
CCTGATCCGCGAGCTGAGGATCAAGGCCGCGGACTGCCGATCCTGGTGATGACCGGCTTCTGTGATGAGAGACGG
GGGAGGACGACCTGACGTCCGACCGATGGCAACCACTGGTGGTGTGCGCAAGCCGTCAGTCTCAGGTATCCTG
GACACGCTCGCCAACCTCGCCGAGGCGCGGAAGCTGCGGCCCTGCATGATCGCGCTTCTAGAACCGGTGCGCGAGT
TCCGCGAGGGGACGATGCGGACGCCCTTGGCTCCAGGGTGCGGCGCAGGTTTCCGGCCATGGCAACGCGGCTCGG
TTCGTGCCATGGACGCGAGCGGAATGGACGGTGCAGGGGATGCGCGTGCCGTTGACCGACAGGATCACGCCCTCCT
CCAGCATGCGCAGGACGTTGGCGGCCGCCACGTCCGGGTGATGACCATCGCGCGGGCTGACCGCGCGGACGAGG
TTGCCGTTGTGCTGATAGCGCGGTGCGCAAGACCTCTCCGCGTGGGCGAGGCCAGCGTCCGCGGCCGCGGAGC
CATTTCGACCCGGCGGTGGCG

S3 Fig. Nucleotide sequence of plasmid (ABSP7_p1) containing *Azoetr1* and *Azor^{etr1}*. Green highlights the predicted RpoN binding site in the *Azoetr1* promoter, Cyan highlights *Azoetr1*, yellow *Azor^{etr1}*, and red the overlap between the stop codon of *Azoetr1* and the start codon of *Azor^{etr1}*.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S4 Fig

Azospirillum brasilense Sp7 MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum baldaniorum MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.sp. B4 -----LIDPSGLTPHGFCLWPGELIWHAGSDVILGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 122
 Azospirillum issacsi MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum tabaci MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum aestuarii MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.sp. OG83 MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum argentiniense MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.sp. TSH58 MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.soli MFGGVEAFFDTSAYLPHGVCLFWRPEILLTHIVSDVLTGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 129
 Azospirillum.canadense MFGGLEAFFDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 129
 Azospirillum.rugosum MFGGLEAFFDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 129
 Azospirillum.picis MATGDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPALTAWFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.lipoferum ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.sp. B21 ---GLDEILDTSGFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.ramasamy ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.sp. BK72 ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.humicireducens MAMGLDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. B510 ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.endophyticum ---GLDEILDTSGFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.oryzae MATGDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. Al-3 MATGDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. TS05 MATGDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. TSA2s ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.sp. Sh1 MAMGLDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.oryzae MAMGLDELLDPSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. B506 ---GLDEILDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 127
 Azospirillum.sp. 412922 ---GLDEILDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.sp. TSH100 MAVGLEELDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.palustre MAVGLEELDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. TSH64 MAVGLEELDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.sp. TSA6c ---GLEELDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.melinis ---GLEELDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.thiophilum ---GLDEILDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 126
 Azospirillum.sp. TS035-2 ---GLDEILDTGDFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 125
 Azospirillum.oleiclasticum MFGGLEAFFDSGGFPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.halopraeferens MLAGVASWFDTSAYMHPGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 129
 Azospirillum.sp. TS022-1 MFGGVNIFDTSAYMHPGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 128
 Azospirillum.fermentarium M-----LALHVSVDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 104
 Azospirillum.thermophilum MATGTEFLDASGFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.agricola MAGALESVWDASGFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 130
 Azospirillum.dobereineriae ---GLESVWDASGFVPHGVCLLWRPEILLTHIVSDVLTGLSYYSIPVALLYFVVKRRDVAFTWVWLEAAFTILACGTHFFSLWTLWYPOYAVEGIVKALTALVSVLTAVALVQMCKALALEPSATQLAD 127

S4 Fig. Alignment of AzoEtr1 homologs from different *Azospirillum* species. The first 130 amino acids of AzoEtr1 in *A. brasilense* Sp7 compared to homologs from other *Azospirillum* species. Based on BLAST search conducted 6 July 2024 against the *Azospirillum* genus. Black dots over sequences mark amino acids known to be critical for ethylene binding to AtETR1 from *A. thaliana*. Grey highlights identical residues. All sequences contain these seven residues. Sequences in bold are 100% identical in this region of the protein to AzoEtr1 from *A. brasilense* Sp7.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S5 Fig

A

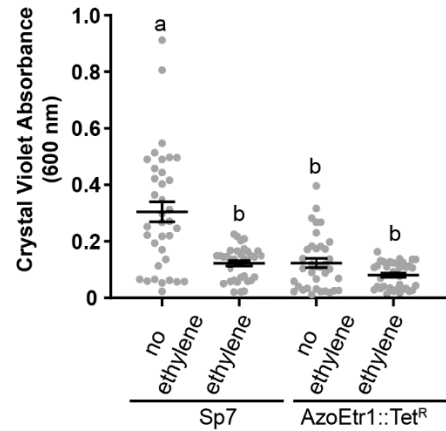

B

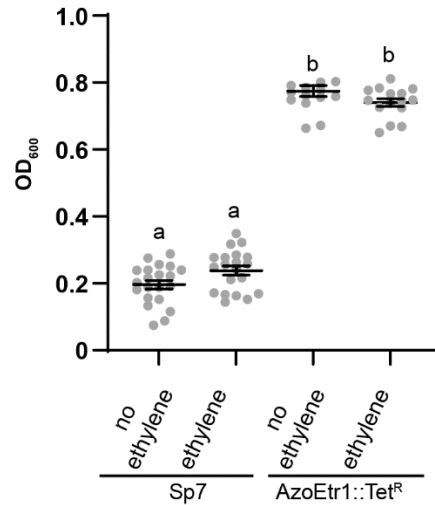

S5 Fig. Ethylene and the AzoEtr1::Tet^R disruption reduces biofilm formation. Cells were kept in ethylene-free air or 100 ppb ethylene for 3 days. **A)** Biofilm formation of wild-type (Sp7) and the AzoEtr1::Tet^R disruptant line were assayed with crystal violet staining. **B)** Total cell growth was evaluated by measuring the OD₆₀₀ of the planktonic culture in each assay well in samples treated as in A. Data is the average $\pm$ SEM. Different letters denote statistically different p value ≤ 0.05 as determined by ANOVA and shows that addition of ethylene and disruption of AzoEtr1 have statistically indistinguishable effects on biofilm formation under these conditions but disruption of AzoEtr1 leads to increased total cell growth. Growth data of wild-type is from figure 2B.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S6 Fig

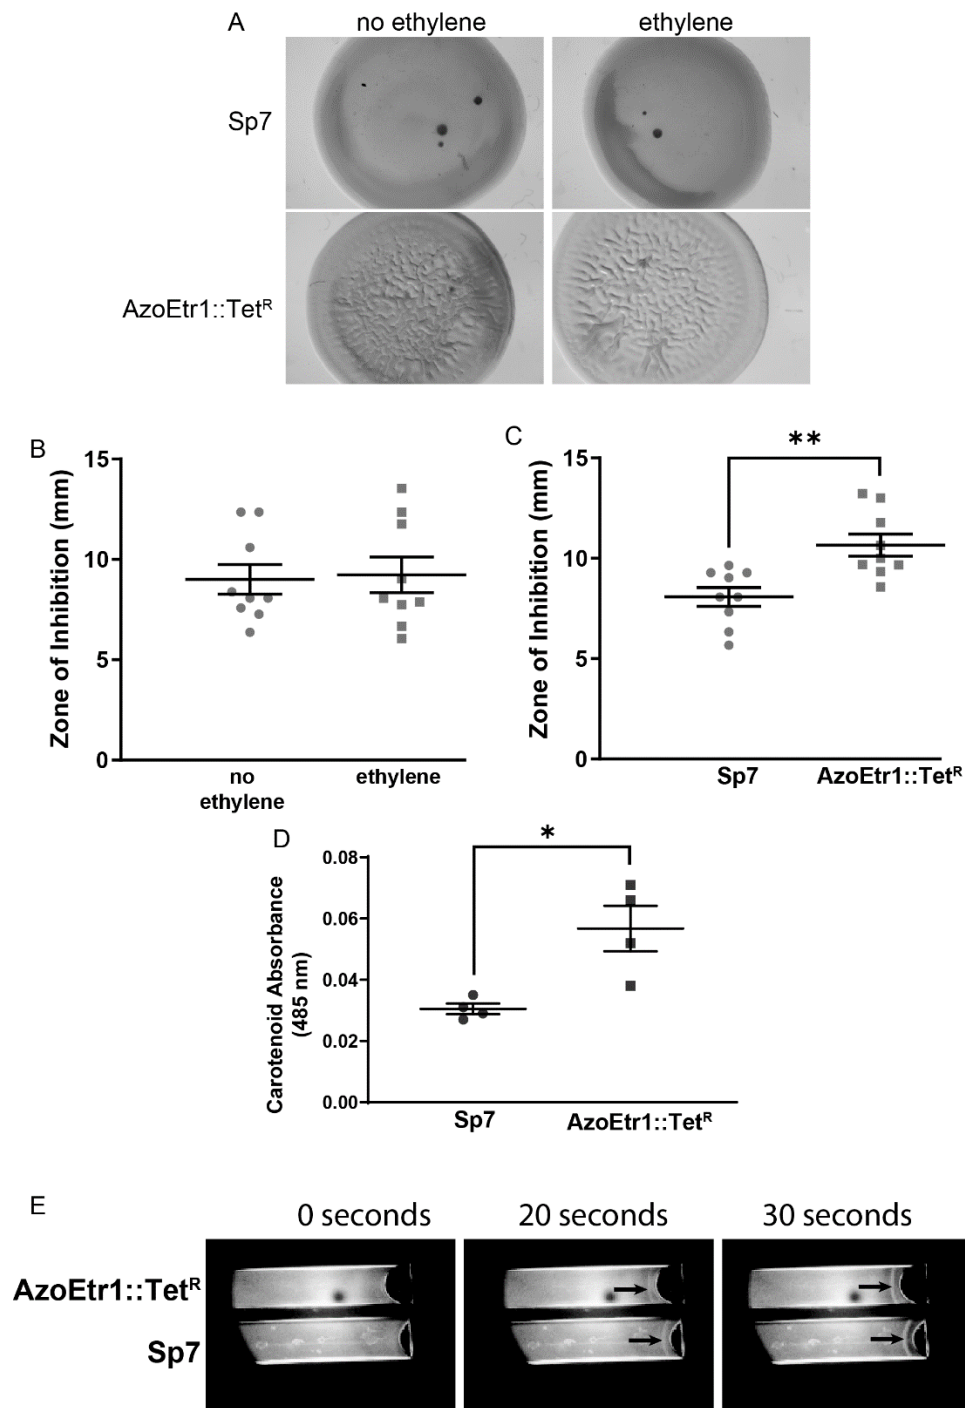

S6 Fig. Additional traits affected by disruption of AzoEtr1. Disruption of AzoEtr1 resulted in **A**) corrugated colony morphology and **B**) increased susceptibility to H₂O₂ stress, whereas, treatment with 100 ppb ethylene did not affect these traits (A,C). Disruption of *Azoetr1* **D**) increased carotenoid levels but did not affect **E**) aerotaxis. Arrow indicates location of band of motile bacteria. B-D, Data is the average $\pm$ SEM; * p value < 0.05 and ** p value < 0.01 compared to control as determined by Student's t-test.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S7 Fig

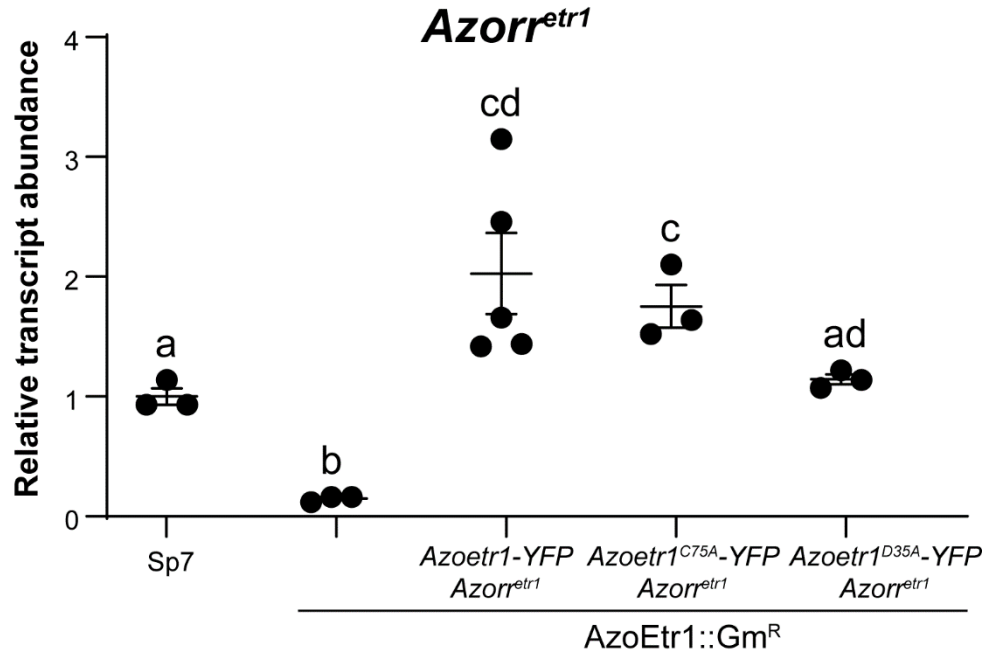

S7 Fig. Transcript abundance of *Azorr^{etr1}* in AzoEtr1::Gm^R lines.

AzoEtr1::Gm^R was transformed with the indicated construct expressing either wild-type or mutant *AzoEtr1-YFP* as described in the materials and methods. These lines were also transformed with *Azorr^{etr1}* on a second plasmid and the transcript abundance of *Azorr^{etr1}* was determined. Wild-type (Sp7) and AzoEtr1::Gm^R are included for comparison. Data were normalized to housekeeping genes as noted in the materials and methods and then to Sp7. Data is the average $\pm$ SEM. Different letters denote statistical difference (p value < 0.05) using ANOVA.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S8 Fig

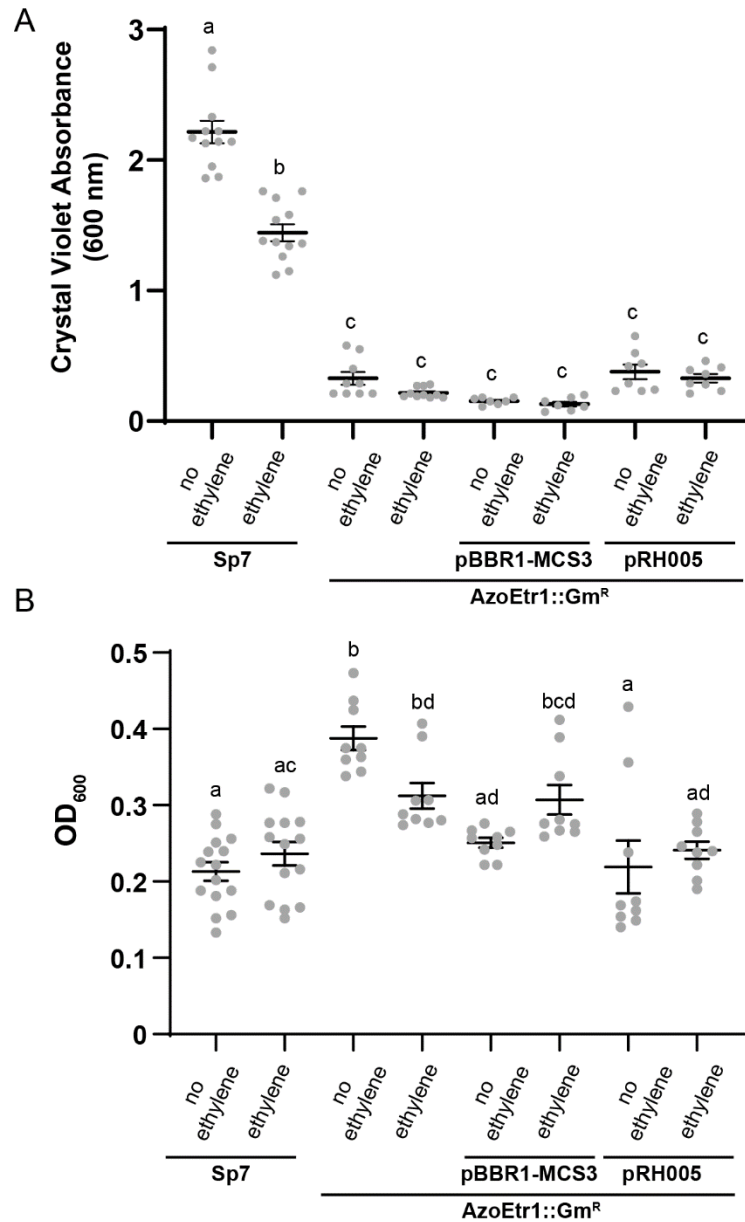

S7 Fig. Empty vector plasmids do not rescue biofilm formation and responses to ethylene.
A) AzoEtr1::Gm^R was transformed with either pBBR1-MCS3 or pRH005 vector and biofilm assessed as described in the materials and methods. Data for wild-type (Sp7) shown as a control.
B) Total cell growth was evaluated by measuring the OD₆₀₀ of the planktonic culture in each assay well in samples treated as in A. Data is the average $\pm$ SEM. Different letters denote statistically different p value ≤ 0.05 as determined by ANOVA. Growth data for wild-type and AzoEtr1::Gm^R are from figure 2.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S9 Fig

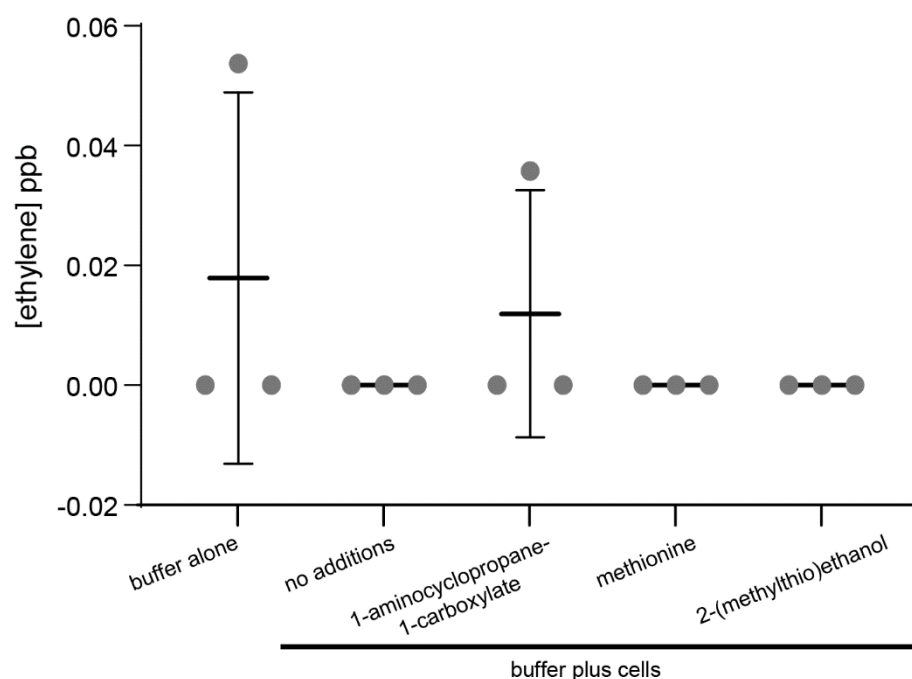

S8 Fig. Ethylene measurements on *A. brasilense*. Cultures of *A. brasilense* were grown overnight in sealed tubes in the presence or absence of chemicals known to enhance ethylene production by some bacterial species (see text). At that time, the concentration of ethylene was determined in the headspace using an ETD-300 ethylene analyzer. None of the samples tested gave ethylene production significantly above buffer alone. Data is the mean $\pm$ SD.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S10 Fig — )

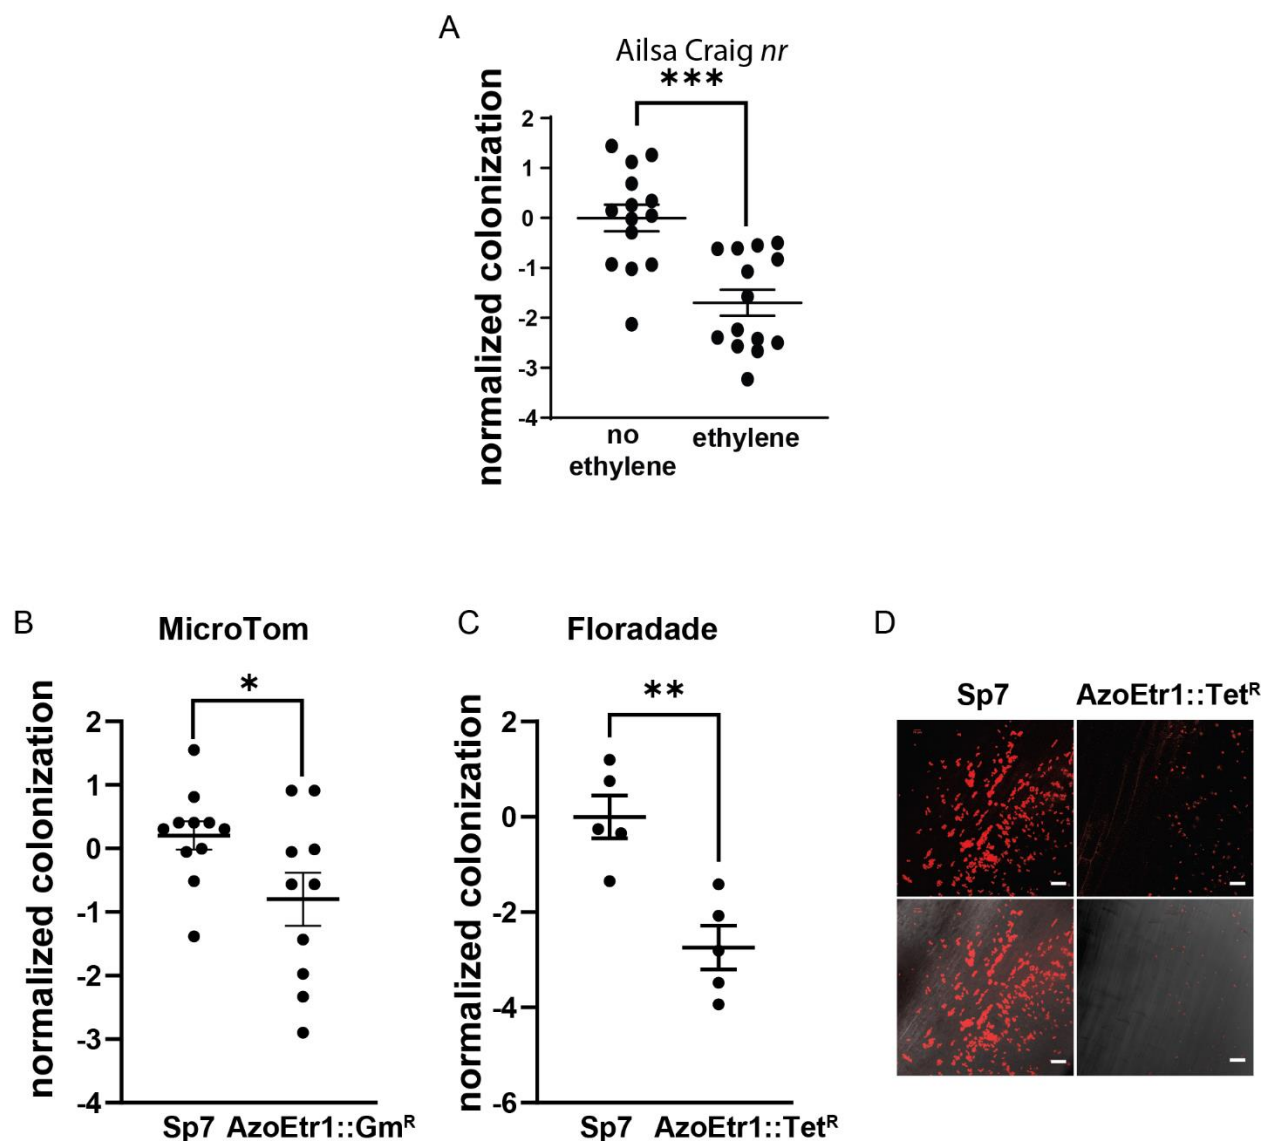

S9 Fig. Root colonization of tomato is inhibited by ethylene or disruption of AzoEtr1.

Colonization assays of tomato roots were carried out as described in the materials and methods for 24 h. **A)** Assays were carried out on the ethylene insensitive *never ripe* (*nr*) mutant in the Ailsa Craig background in the presence or absence of 100 ppb ethylene. Colonization of **B)** MicroTom and **C)** Floradade was evaluated with wild-type (Sp7) or insertional mutants of AzoEtr1 as designated. A-C, Biofilm was measured with crystal violet assays and normalized as described in the materials and methods. Data is the average $\pm$ SEM; * p value < 0.05; ** p value < 0.01, *** p value < 0.001 as compared to the no ethylene controls determined by Student's t-test. **D)** Representative images of colonization of Floradade roots by YPF-expressing *A. brasilense*. Wild-type (Sp7) compared to the AzoEtr1::Tet^R insertional mutant. Top images - fluorescent image, bottom merged with DIC. Scale bars = 20 μ M

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S11 Fig

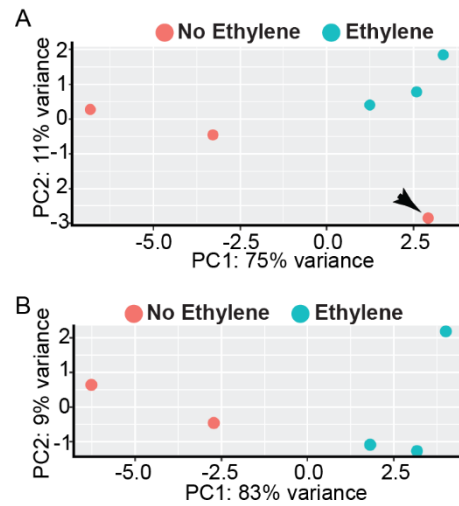

S10 Fig. Principal Component Analysis (PCA) of global gene transcript changes caused by ethylene. *A. brasilense* cells were grown in liquid culture and samples prepared as described in the main text. **(A)** PCA was used to compare the variance of the samples and showed that one control sample (marked with an arrow) separated from the other 2 controls. Because of this we removed this sample from further analysis and generated a **(B)** separate PCA plot.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S12 Fig

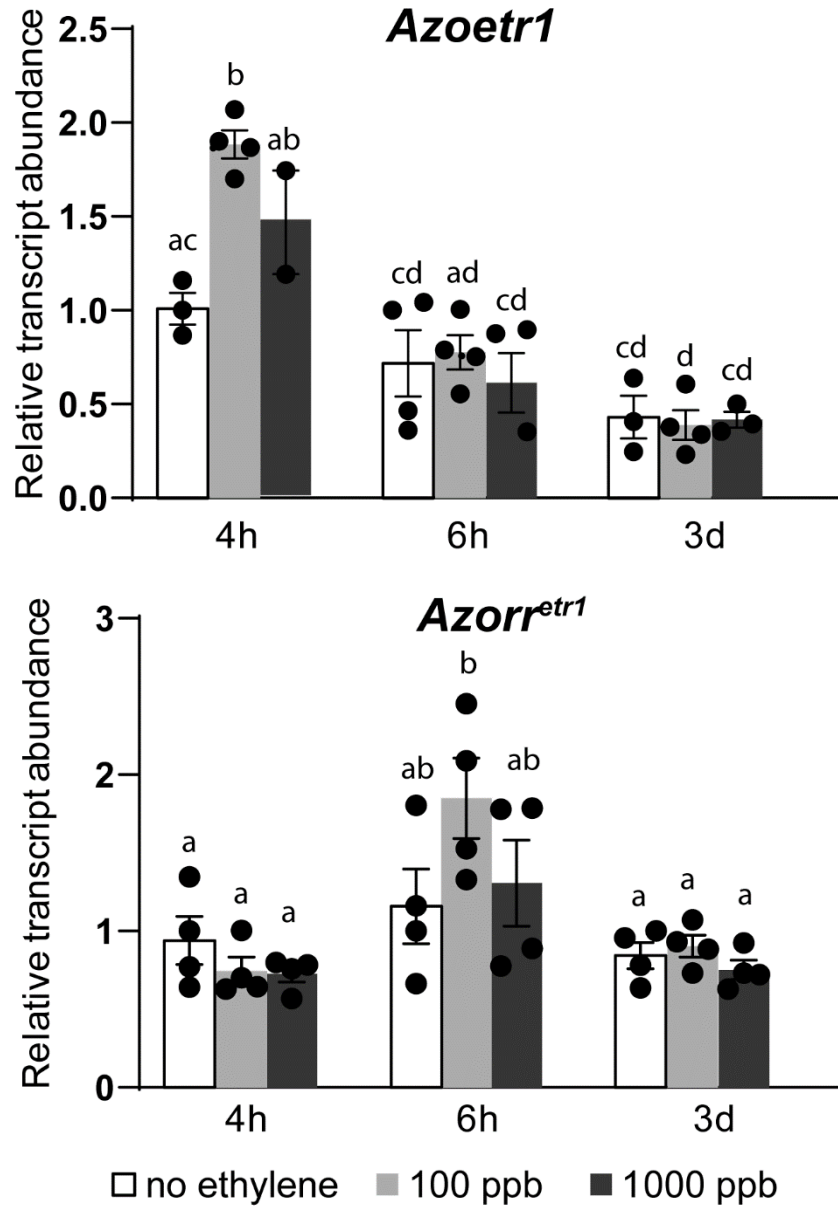

S12 Fig. Transcript abundance of *Azoetr1* and *Azorr^{etr1}* in response to ethylene. *A. brasilense* cells were treated with the indicated concentration of ethylene for the indicated period of time. Data were normalized to housekeeping genes as noted in the materials and methods and abundance of the gene in the absence of added ethylene at the indicated time and represents 4 biological replicates with three technical replicates. Data is the average $\pm$ SEM. Different letters denote statistical difference (p value < 0.05) at each time point using ANOVA.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S1 Table

S1 Table. Genes predicted to be co-transcribed in response to ethylene that are associated with one or more of the top 36 gene transcripts altered by ethylene.^a

locus tag	Log ₂ fold change	adjusted <i>p</i> -value	gene name	annotation
OH82_RS16030	1.17	1.09 x 10 ⁻⁹	<i>ftsZ</i>	cell division protein FtsZ
OH82_RS16035	0.40	5.40 x 10 ⁻³	<i>ftsA</i>	cell division protein FtsA
OH82_RS30845	1.38	4.69 x 10 ⁻¹⁵		pyruvate dehydrogenase complex dihydrolipoamide acetyltransferase
OH82_RS30850	1.18	1.13 x 10 ⁻¹⁵		pyruvate dehydrogenase complex E1 component subunit β
OH82_RS30855	0.47	1.01 x 10 ⁻⁴		pyruvate dehydrogenase (acetyl-transferring) E1 component subunit α
OH82_RS07180	0.62	3.40 x 10 ⁻³		hypothetical protein
OH82_RS07185	1.47	9.42 x 10 ⁻⁶		dimethyl sulfoxide reductase anchor subunit
OH82_RS07190	0.79	1.60 x 10 ⁻²		4Fe-4S dicluster domain-containing protein
OH82_RS07195	0.61	3.06 x 10 ⁻³		molybdopterin-dependent oxidoreductase
OH82_RS07200	1.30	2.50 x 10 ⁻¹³		CoA-binding protein
OH82_RS07205	1.33	2.37 x 10 ⁻¹⁶		acetate--CoA ligase family protein
OH82_RS07210	1.71	5.56 x 10 ⁻⁶		aldehyde dehydrogenase family protein
OH82_RS07215	1.37	1.77 x 10 ⁻³		tripartite tricarboxylate transporter permease
OH82_RS07220	0.91	7.92 x 10 ⁻⁶		tripartite tricarboxylate transporter TctB family protein
OH82_RS07225	0.53	1.39 x 10 ⁻³		tripartite tricarboxylate transporter substrate binding protein
OH82_RS07230	0.99	2.66 x 10 ⁻⁶		bifunctional enoyl-CoA hydratase/phosphate acetyltransferase
OH82_RS15310	0.66	3.07 x 10 ⁻¹⁵		amidase
OH82_RS15315	0.74	1.76 x 10 ⁻⁵		SDR family oxidoreductase
OH82_RS15320	0.46	1.56 x 10 ⁻³		ABC transporter substrate-binding protein
OH82_RS15325	0.78	1.59 x 10 ⁻⁶		branched-chain amino acid ABC transporter permease
OH82_RS15330	1.03	1.05 x 10 ⁻⁸		branched-chain amino acid ABC transporter permease
OH82_RS15335	0.62	3.01 x 10 ⁻⁵		ABC transporter ATP-binding protein
OH82_RS23770	-0.63	8.82 x 10 ⁻⁴		hypothetical protein
OH82_RS23775	-1.20	5.74 x 10 ⁻¹⁶		SCP2 sterol-binding domain-containing protein
OH82_RS29785	0.40	1.70 x 10 ⁻²		LacI family DNA-binding transcriptional regulator
OH82_RS29790	1.09	4.54 x 10 ⁻⁸		2-hydroxyacid dehydrogenase
OH82_RS29795	0.71	3.10 x 10 ⁻⁵		amino acid ABC transporter ATP-binding protein
OH82_RS32100	0.50	1.75 x 10 ⁻³		extracellular solute-binding protein
OH82_RS32105	0.48	1.23 x 10 ⁻²		TerC family protein
OH82_RS32110	0.74	8.43 x 10 ⁻⁵		tripartite tricarboxylate transporter permease
OH82_RS32115	1.06	1.02 x 10 ⁻⁷		tripartite tricarboxylate transporter TctB family protein
OH82_RS32120	0.43	4.90 x 10 ⁻³		hypothetical protein
OH82_RS32125	0.51	1.26 x 10 ⁻³		tripartite tricarboxylate transporter substrate binding protein
OH82_RS06775	0.87	4.64 x 10 ⁻⁷		hypothetical protein
OH82_RS06780	1.66	3.97 x 10 ⁻⁴		hypothetical protein
OH82_RS06785	0.85	8.31 x 10 ⁻⁵		flagellar hook-length control protein FliK
OH82_RS07360	0.64	9.21 x 10 ⁻⁴		PTS transporter subunit EIIC
OH82_RS07365	1.46	1.39 x 10 ⁻⁴	<i>pfkB</i>	1-phosphofructokinase
OH82_RS07370	0.58	3.72 x 10 ⁻²	<i>ptsP</i>	phosphoenolpyruvate-protein phosphotransferase
OH82_RS19240	1.05	4.67 x 10 ⁻⁴		ABC transporter permease subunit

OH82_RS19245	0.91	1.05 x 10 ⁻⁵	ABC transporter ATP-binding protein
OH82_RS19250	0.64	8.00 x 10 ⁻⁴	polyamine ABC transporter substrate-binding protein
OH82_RS19255	0.72	4.31 x 10 ⁻⁵	enoyl-CoA hydratase/isomerase family protein
OH82_RS27585	0.53	3.85 x 10 ⁻³	acyl-CoA/acyl-ACP dehydrogenase
OH82_RS27590	1.37	9.12 x 10 ⁻³	CoA ester lyase
OH82_RS27595	0.62	4.00 x 10 ⁻⁴	MaoC family dehydratase N-terminal domain-containing protein
OH82_RS28805	0.76	1.49 x 10 ⁻⁴	thiamine pyrophosphate-dependent dehydrogenase E1 component subunit α
OH82_RS28810	0.94	2.97 x 10 ⁻⁵	α -ketoacid dehydrogenase subunit β
OH82_RS28815	1.47	1.28 x 10 ⁻¹⁰	acetoin dehydrogenase dihydrolipoyllysine-residue acetyltransferase subunit
OH82_RS28820	0.90	7.70 x 10 ⁻³	glucose 1-dehydrogenase
OH82_RS07645	1.00	3.42 x 10 ⁻²	Gfo/Idh/MocA family oxidoreductase
OH82_RS07650	0.88	1.21 x 10 ⁻⁵	<i>eda</i> bifunctional 4-hydroxy-2-oxoglutarate aldolase/2-dehydro-3-deoxy-phosphogluconate aldolase

^a Cells were treated with 0.1 ppm ethylene or ethylene-free air for 4 h as described in the materials and methods. RNA extracted and RNAseq analysis carried out. The top 36 genes were identified as changing expression levels $|\text{Log}_2\text{fold}| \geq 1$ with an adjusted $p < 0.05$. Altered genes with an adjusted $p < 0.05$ that grouped with one or more of these 36 transcripts and occur on the same DNA strand were identified by manually examining the entire list of differentially expressed genes (Supplemental Data).

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S2 Table

S2 Table. Genes predicted to be co-transcribed in response to ethylene but, not included in the top 36 genes altered by ethylene.^a

locus tag	Log ₂ fold change	adjusted <i>p</i> -value	gene name	annotation
OH82_RS01520	0.33	3.84 x 10 ⁻²	<i>xylA</i>	ABC transporter permease
OH82_RS01525	0.35	5.16 x 10 ⁻³	<i>xylB</i>	substrate-binding domain-containing protein
OH82_RS01530	0.58	1.56 x 10 ⁻⁴		sugar phosphate isomerase/epimerase
OH82_RS01535	0.97	1.40 x 10 ⁻⁹		Gfo/Idh/MocA family oxidoreductase
OH82_RS01540	0.69	1.80 x 10 ⁻⁵		xylose isomerase
OH82_RS01545	0.53	1.16 x 10 ⁻³		xylulokinase
OH82_RS01655	0.40	3.12 x 10 ⁻²	<i>leuC</i>	3-isopropylmalate dehydratase large subunit
OH82_RS01660	0.44	3.74 x 10 ⁻³	<i>leuD</i>	3-isopropylmalate dehydratase small subunit
OH82_RS01665	0.46	1.14 x 10 ⁻³		ABC transporter substrate-binding protein
OH82_RS01670	0.53	5.18 x 10 ⁻³		ABC transporter ATP-binding protein
OH82_RS01675	0.66	1.42 x 10 ⁻⁵		ABC transporter permease subunit
OH82_RS17040	0.34	1.23 x 10 ⁻²		isovaleryl-CoA dehydrogenase
OH82_RS17045	0.40	3.43 x 10 ⁻³		acetyl-CoA C-acyltransferase
OH82_RS17050	0.48	3.99 x 10 ⁻⁴		acyl-CoA dehydrogenase family protein
OH82_RS17055	0.29	3.10 x 10 ⁻²		methylcrotonoyl-CoA carboxylase
OH82_RS17060	0.53	2.70 x 10 ⁻⁴		enoyl-CoA hydratase/isomerase family protein
OH82_RS17065	0.79	3.08 x 10 ⁻⁷		acetyl/propionyl/methylcrotonyl-CoA carboxylase subunit α
OH82_RS17070	0.39	8.79 x 10 ⁻³		hydroxymethylglutaryl-CoA lyase
OH82_RS17075	0.30	3.59 x 10 ⁻²		universal stress protein
OH82_RS17080	0.31	3.86 x 10 ⁻²		electron transfer flavoprotein-ubiquinone oxidoreductase
OH82_RS28880	0.62	1.37 x 10 ⁻²		MaoC family dehydratase
OH82_RS28885	0.65	2.52 x 10 ⁻³		MaoC family dehydratase
OH82_RS28890	0.62	1.53 x 10 ⁻²		enoyl-CoA hydratase/isomerase family protein
OH82_RS28895	0.45	2.71 x 10 ⁻³		ABC transporter substrate-binding protein
OH82_RS28900	0.61	1.83 x 10 ⁻³		branched-chain amino acid ABC transporter permease
OH82_RS28905	0.89	9.48 x 10 ⁻⁶⁷		branched-chain amino acid ABC transporter ATP-binding protein/permease
OH82_RS28910	0.60	9.96 x 10 ⁻³		ABC transporter ATP-binding protein
OH82_RS28915	0.31	3.69 x 10 ⁻²		SDR family oxidoreductase
OH82_RS28920	0.62	3.32 x 10 ⁻³		AMP-binding protein

^a Cells were treated with 0.1 ppm ethylene or ethylene-free air for 4 h as described in the materials and methods. RNA was extracted and RNAseq analysis carried out. Groups of 5 or more genes that were altered by ethylene with an adjusted *p*-value < 0.05 and that grouped on the same DNA strand were identified by manually examining the entire list of differentially expressed genes (Supplemental Data). Any groups that included genes from the top 36 genes were eliminated and included in supplemental table 1.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S3 Table

S3 Table. Metabolites significantly altered by treatment with ethylene.^a

**Compound**	**% change<br>from air**	**<i>p</i>-value**
1-Methyladenosine	34%	7.65E-02
2,3-Bisphosphoglycerate	74%	1.49E-03
2,3-Dihydroxybenzoate	-55%	5.19E-02
2-hydroxyglutaric acid	145%	4.19E-03
2-Isopropylmalate	68%	5.79E-03
3-Phosphoglycerate	93%	1.63E-04
3-Phosphoserine	797%	4.25E-02
Acetylphosphate	85%	5.20E-04
ADP-glucose	40%	3.15E-02
AICAR	91%	2.77E-02
Allantoate	245%	9.26E-04
alpha-Ketoglutarate (2-oxoglutarate)	35%	4.47E-02
aminocaproic acid	63%	3.28E-04
Aminoimidazole ribotide (AIR)	65%	2.05E-02
AMP/dGMP	21%	8.87E-02
Anthranilate	-83%	4.30E-03
Arginine	45%	4.20E-04
Bis-(3',5')-cyclic diGMP	-15%	7.32E-02
Butyryl-CoA	-23%	9.50E-02
CDP	44%	4.25E-03
Citrulline	224%	1.06E-07
CMP	76%	1.00E-02
Cytidine	103%	4.25E-02
dCMP	80%	2.30E-02
Deoxyribose phosphate	26%	6.85E-02
Dephospho-CoA	195%	1.34E-03
D-Glyceraldehyde 3-phosphate	91%	1.99E-03
dTDP	29%	3.29E-02
dTMP	91%	5.97E-04
FMN	-27%	5.11E-02
Fructose 1,6-bisphosphate	357%	1.15E-03
GDP	14%	4.41E-02
Glucosamine phosphate	106%	7.00E-04
Glucose phosphate	119%	4.71E-04
Glutamate	-25%	3.94E-02
Glutathione	22%	1.66E-02
Glycinamide ribonucleotide (GAR)	1695%	1.38E-03
GMP	41%	2.76E-02
Hypoxanthine	160%	4.88E-05
IMP	87%	4.52E-04
Inosine	363%	5.08E-05
Lactate	41%	1.80E-03
Leucine/Isoleucine	63%	3.30E-04
Lysine	97%	1.98E-02
N-Acetylglutamate	34%	3.09E-03
N-Acetylglutamine	59%	1.77E-03
NADH	70%	5.97E-02
Octulose 8/1 Phosphate	95%	1.91E-03
Octulose bisphosphate	193%	8.81E-05
Ophthalmate	61%	1.66E-03
Ornithine	174%	1.91E-07
Phosphoenolpyruvate	59%	6.73E-04
Propionyl-CoA	93%	3.81E-02
Pyruvate	34%	2.10E-02
Ribose phosphate	100%	5.42E-04
Sedoheptulose 1/7-phosphate	57%	2.87E-03

Serine	-21%	3.64E-02
sn-Glycerol 3-phosphate	921%	9.14E-02
S-Ribosyl-L-homocysteine	23242%	3.95E-03
Sulfolactate	-40%	1.23E-02
Trehalose 6-phosphate	63%	5.39E-03
Tryptophan	-69%	2.91E-04
UDP-glucose	106%	5.27E-03
UMP	48%	5.14E-03
Uracil	82%	1.28E-03
Xanthine	161%	2.14E-04
Xanthosine	299%	5.98E-04
Xanthosine 5'-phosphate	85%	6.54E-03
xylose	34%	9.39E-02

^a Cells were treated with 0.1 ppm ethylene or ethylene-free air for 24 h and prepared for untargeted metabolomics analysis as described in the materials and methods. Metabolites altered by ethylene with a $p < 0.1$ included.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S4 Table

**S4 Table. Cloning primers**

| <b>Gene</b>                            | <b>Primer Sequence*</b>                                  |
|----------------------------------------|----------------------------------------------------------|
| Gateway AzoEtrI Forward                | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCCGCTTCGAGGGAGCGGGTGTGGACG |
| Gateway AzoEtrI Reverse                | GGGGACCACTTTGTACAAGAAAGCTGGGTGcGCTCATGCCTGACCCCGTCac     |
| Gateway KanR Promoter<br>Forward       | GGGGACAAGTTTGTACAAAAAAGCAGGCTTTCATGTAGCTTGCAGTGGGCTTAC   |
| Gateway KanR Promoter<br>Reverse       | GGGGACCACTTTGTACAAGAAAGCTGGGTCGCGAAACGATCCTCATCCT        |
| C75A Forward                           | CATCCTGGCCgcCGGCACGACGC                                  |
| C75A Reverse                           | AAGGCGGCGAACAGCCAG                                       |
| D35A Forward                           | CATCGTGTCCgctGTGTTAACCG                                  |
| D35A Reverse                           | TGCAGGGTCAGGATTTC                                        |
| Azor <sup>EtrI</sup> with pstI Forward | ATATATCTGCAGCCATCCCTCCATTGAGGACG                         |
| Azor <sup>EtrI</sup> with SacI Reverse | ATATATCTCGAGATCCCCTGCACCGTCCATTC                         |

\*Lower case denotes where mutation is inserted.

# Supplementary material for: Ethylene signals through an ethylene receptor to modulate biofilm formation and root colonization in a beneficial plant-associated bacterium
**Source:** PLoS Genet. 2025 Feb 7;21(2):e1011587. doi: 10.1371/journal.pgen.1011587
**Supplement:** S5 Table

S5 Table. qPCR primers

Gene	Forward Primer	Reverse Primer
<i>AzoetrI</i>	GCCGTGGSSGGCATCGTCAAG	GCGCTGAAGGGCTCCGTTGGC
<i>AzorI</i> ^{EtrI}	TTCTTTCCCGCAAGGGATAC	GCAGATCGGTGATGACGAG
OH82_RS30850	TGGCCGTAGAGGATCTCGTT	AAGGTCGTCGCTCCCTACAG
OH82_RS14895	TCATGGGATGCCTGCTGTTC	TTTTCGCGAGATAGGGGACG

How the deposited data were processed for this re-analysis (not part of the article)

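RNA of A. brasilense Sp7 grown with sodium nitrate was sequenced from 3 samples kept in air and 3 treated with 100 ppb ethylene for 4 h. GeneWiz did the sequencing and the first analysis for the authors, on total RNA and an Illumina instrument. The authors deposited raw counts of reads per gene, made by trimming with Trimmomatic 0.36, alignment with Bowtie2 2.2.6 and counting with featureCounts of Subread 1.5.2. The authors also deposited a table over 6274 genes for the 5 samples without air replicate 3. Its signal values are counts that the authors divided by 1 DESeq2 size factor per sample. The log2 values of that table are fold changes of ethylene against air that the authors computed with DESeq2. Each p value in it is from the Wald test the authors ran, and the adjusted p value is by the Benjamini-Hochberg procedure. The score the authors deposited beside them is the same fold change on a linear scale, with a minus sign for decreases. The deposited table was used here only for comparison, and all other values come from the counts. The DESeq2 version, the strandedness and, apart from the contig names, the genome build are not given in the sources used here.

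Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15. Genes were kept by edgeR's default filter, a minimum count of 10 and a minimum total of 15. Counts were scaled by TMM and fitted with edgeR's quasi-likelihood model, with the condition as the only term. Total counts ran from 28046001 to 41157639 per sample, and a level of 1 CPM is then 28.0 to 41.2 counts before scaling. Air and ethylene were compared over air replicates 1 and 2 and all ethylene samples, the paper's set, and then over all 6 samples. Genes apart are those whose ethylene samples all lie on one side of all air samples. The shares by chance given beside them are expected values. Genes vary together across samples, so a real share can depart from them without an effect of ethylene. Principal components were computed from blind rlog values of the 500 genes with the largest variance. Neighbouring genes were compared with 1000 shuffles of the log2 changes over the genes.

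Gene symbols came from the RefSeq annotation, which held 6283 of the locus tags in the count files and gave 1046 of them a symbol. The 30 gene lists were written for product names or symbols, but neither the count files nor the reference annotation gives product names, so symbols alone were used. The descriptions in the paper's tables cover only genes the paper chose, and were not used to fill the lists. Those tables had been seen when the lists were written. Of the lists, 18 had the 5 members that camera was set to need, 6 had 1 to 4, and 6 had none: acyl-CoA degradation, ABC transporters, polysaccharide synthesis, cyclic di-GMP, histidine kinases with response regulators, and transposases. Gene descriptions are those of the paper and its tables, or follow from the gene symbol. Genes were named by a rule: the genes the paper names and those of its Table 1, S1 Table and S2 Table, whose values had been seen when the rule was written, the 10 largest increases and decreases with at least 10 counts on average, up to 4 members of each list by p or all members of lists of up to 12, the reference genes of the qPCR, and the genes upstream of Azoetr1. The glnZ gene is part of the rule, but its locus tag is not given in the sources used here, and it has no value.

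Alternatives were DESeq2, limma-voom, other scalings, other filters, the replicate number as a block, all 6 samples, and leaving out each sample in turn. Where that left 1 air sample, it was taken to vary like the ethylene samples. Chosen only after the data were seen were DESeq2 over the authors' 6274 genes, all 6 samples without air replicate 1 or 2, and leaving out all structural RNA genes. The methods were tested on simulated data with 200 changed genes, 50 at each of 4 log2 changes from 0.5 to 2. At an adjusted p of 0.05, unchanged genes made up 5.18% of edgeR's calls with the 5 samples and 7.26% with 6. The simulated samples varied independently in each gene, so these shares need not hold for the real samples. The qPCR, metabolomics, binding and microscopy data of the paper were not analysed here.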

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

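The tests of scaling, of the genes lower with ethylene in air replicate 3, of library composition for the ribosomal genes, and of the ratio of higher to lower genes, with the one on DNA, were chosen only after the result was seen.

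Air replicate 3, a sample the paper did not analyse further, stood above both other air samples in 341 of the 345 genes called higher with ethylene. Scaling of this library is argued against, since the share was at least 98.8% under TMM, DESeq2 size factors, total counts, and TMM without structural RNA genes. An ethylene-treated library stays open, with genes past edgeR's adjusted p numbering 6, 15 and 36 between air replicate 3 and pairs of ethylene samples, of which 6, 15 and 34 were at least 0.5 lower in the pair, against 0 (341 at an unadjusted p under 0.05), 2 and 19 for each ethylene sample, 127 to 167 for air replicate 2 and 998 to 1580 for air replicate 1, each from 1 sample against 2, where the pair alone gives the spread. Genes called lower leave this undecided. Of 36, 31 were below both other air samples in air replicate 3, and 9 lay at or below the highest ethylene sample. In all of them both other air samples lay above every ethylene sample, so a further sample can lie below both by chance alone. Air replicate 3 lay on the air side of the ethylene samples more often than a left-out ethylene sample, by 3.23, 22.6 and 46.2 percentage points. The 10 splits of the samples are too few to give a share under 0.05, with edgeR calling 0 genes in the real split and at most 0 in the others (594 and up to 808 at an unadjusted p under 0.05, 33 and up to 59 with DESeq2), and no biological explanation was tested.

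Of 53 ribosomal protein genes, a group the paper does not discuss, 19 were lower with ethylene and none was higher in edgeR (36 lower when adjusted over the list alone). The median log2 change was -0.27, and -0.23 over all 6 samples, where 23 genes were lower in every ethylene sample than in every air sample (10% by chance in either direction) and none passed edgeR's test. limma's camera gave an adjusted p of 1.23e-16, or adjusted p = 0.373 with an estimated correlation (1.82e-18 to 0.394 over the alternatives), and the mean log2 CPM of the list was 6.87, 6.74 and 6.63 in air and 6.54, 6.48 and 6.55 with ethylene (exact p = 0.1, two-sided, the smallest that 20 splits allow). A trend with abundance is argued against, since 10000 random lists of like abundance had a 2.5th percentile of -0.10 and a lowest median of -0.16, while library composition stays open: total counts gave a median of -0.11, and the median minus that of all genes, at most -0.29 under TMM, total counts and TMM without structural RNA genes, decides nothing because a scaling moves all genes alike. The count rested on single libraries: none passed without air replicate 1 or ethylene replicate 2, 8 without ethylene replicate 1, 13 without ethylene replicate 3, and 2 with total counts as the scaling, so a response to ethylene stays only a possible explanation.

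Genes called higher with ethylene outnumbered those called lower by 9.58 to 1 in edgeR. The ratio was at least 6.92 under TMM, DESeq2 size factors, upper quartile and total counts. This leaves a scaling error open, since the median log2 change of all genes was 0.02, -0.004, 0.02 and 0.18 under them. None of these scalings lowers the ethylene samples far enough to reverse the excess. The size of the ratio depends on the scaling (79.2 with total counts) and on the threshold: at the adjusted p alone edgeR had 467 higher and 180 lower, and DESeq2 553 and 346. Reads from DNA spread evenly over the genome are argued against, since the increase of 99.4% of these genes exceeded 0.525 CPM per kb, the 1st percentile of density in the ethylene samples, with a median increase of 12.0. The excess could depend on the samples used, since DESeq2 over all 6 called 13 higher and 16 lower and edgeR without air replicate 1 called 28 and 7, and no biological explanation was tested.

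urtA (OH82_RS26435), a gene the paper does not discuss, had a log2 change of -0.86 (edgeR adjusted p = 0.00198), with 118 ± 4.45 CPM (mean ± SD, n = 2) in air, 105 in air replicate 3 and 65.3 ± 5.59 (n = 3) with ethylene. OH82_RS01150, outside the genes the paper discusses, had a log2 change of 4.95 (edgeR adjusted p = 0.00936) that depends on the prior count: it had 0 and 1 counts in air replicates 1 and 2, 10 in air replicate 3, and 27, 15 and 19 with ethylene, a ratio over the 5 samples of 42.7 (95% exact interval 7.37 to 1712, counting error only), and it did not pass without air replicate 1.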

How the results depend on the processing

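All alternatives were chosen in advance except DESeq2 over the authors' genes, all 6 samples without air replicate 1 or 2, and leaving out structural RNA genes, which were chosen after seeing the data. The 99 named genes kept their signs where called, but with total counts the medians of nitrogen assimilation (-0.07 to 0.09) and the respiratory chain (-0.05 to 0.12) turned positive while both lists passed (limma adjusted p = 0.0420 each). The 345 higher and 36 lower genes, 47 at a log2 change of at least 1, stayed within 1.5 times under DESeq2 with 5 samples, limma-voom, DESeq2 size factors, upper quartile scaling, both other filters and leaving out rRNA and tRNA. With all 6 samples edgeR called 0 higher, 0 lower and 0 at least 1 (594 at an unadjusted p under 0.05), likewise with replicate blocks (675), and with air replicate 3 kept but air replicate 1 (363) or 2 (304) left out, whereas DESeq2 with all 6 gave 13, 16 and 5. The cause was not tested. Total counts gave 713 higher, 9 lower and 114 at least 1, and the adjusted p alone 180 lower. A block on replicate number in 5 samples gave 76 lower, with 1241 genes past the adjusted p in place of 647. A check of pairing gave r = 0.10, -0.05 and -0.01 for samples of the same replicate number, too few samples to exclude a pairing. Leaving out 1 library gave 28 to 611 higher, 7 to 115 lower and 13 to 172 at least 1, from air replicate 1 (lowest) and air replicate 2 (highest), with 62 lower without ethylene replicate 3. The cause was not tested. The first principal axis held 75.0% of the variance, 76.0% with vst, 56.7% with log2 CPM and 61.2% with all genes. Of 6 lists past camera, 0 passed with estimated correlations, and leave-one-out gave 3 (without air replicate 2) to 6. Neighbour correlation was 0.389, 0.323 with all 6 samples and 0.436 with the stricter filter. Of 78 named genes past the test, 57 were lost without air replicate 1, 22 without ethylene replicate 2, 11 without ethylene replicates 1 or 3, 5 without air replicate 2, 11 with total counts, 63 under DESeq2 with all 6 samples and 78 under edgeR with all 6.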

Differences from the paper's values

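No value of the paper that was also computed here differed beyond the limits set for it. These were 1.5 times for counts and shares of variance, and the edgeR standard error or a changed sign for log2 changes. The counts by words of the descriptions, 16 for transport and 15 for redox genes of S1 Table and 8 for ABC genes of S2 Table, are each above the paper's. How the paper sorted these genes is not given. The paper's 395 changed genes, 344 higher and 51 lower, stand beside 381, 345 and 36, and its 36 at a log2 change of at least 1, 31 higher and 5 lower, beside 47, 43 and 4, at the paper's thresholds. The paper's 6274 genes stand beside 6281 tested. Of the paper's 395 genes, edgeR called 350 in the 5 samples. It called 253 without ethylene replicate 2, 255 without ethylene replicate 3 and 0 with all 6 samples, where DESeq2 called 27. Of the 45 not called by edgeR in the 5 samples, 40 had an adjusted p of 0.0508 to 0.101 and 5 a log2 change under 0.5. In the same fit, 31 called genes are not among the paper's. The log2 changes of the 395 had the paper's sign in every gene, within the standard error, with a largest difference of 0.0559. amtB, in the paper's Table 1, had a log2 change of -0.99 with edgeR. It reached -1.01 with DESeq2 and with DESeq2 size factors in edgeR, -1.12 with a replicate block in 5 samples and -1.14 without ethylene replicate 3. DESeq2 with its defaults called 393 of the 395 genes and 35 of the 36. DESeq2 over the paper's 6274 genes, chosen after seeing the values, gave 344, 51 and 36 and dropped 0 of the paper's genes. The shares of variance printed in S11 Fig match those given here to within 1 percentage point.

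In the paper's tables, 4 adjusted p differ by more than 1.5 times from those of the authors' deposited table. In S1 Table the printed value is far below the deposited one for OH82_RS15310 and 0.100 of it for OH82_RS19255, and in S2 Table it is far below for OH82_RS28905 and 9.99 times the deposited one for OH82_RS28920. The log2 changes of these genes are the same in both to the digits printed.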

Other observations

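The list tests were planned, and the tests on disjoint samples and on level and length, with the choice of genes from DESeq2 over all 6 samples, were chosen only after the result was seen.

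DESeq2 over all 6 samples, with air replicate 3 kept, had genes of several functions past its test. Besides the nitrogen genes and urtA (DESeq2 adjusted p = 4.63e-09), ftsL (OH82_RS16100) of cell division was higher at 0.72 on the log2 scale with edgeR in 5 samples (DESeq2 adjusted p = 0.0248 in 6), pspC at an adjusted p of 0.0417, and fliE (OH82_RS07745) of the flagellum at 0.79 (DESeq2 adjusted p = 0.0145). ftsL, pspC and fliE did not pass edgeR's test over all 6 samples or without air replicate 1.

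Of 39 genes of flagella and motility, 4 were higher with ethylene and 1 was lower in edgeR (7 and 1 when adjusted over the list alone, 6 and 1 in DESeq2), among them fliD (OH82_RS01125) at 0.66, flgA (OH82_RS26885) at 0.83 and motA (OH82_RS17210) at -0.45. The list had a limma adjusted p of 0.0824, or adjusted p = 0.638 with an estimated correlation, and 0.0334 over all 6 samples, where an estimated correlation gave adjusted p = 0.421 (0.0244 to 0.638 over the alternatives). The counts became 16 and 0 with total counts, 7 and 2 without air replicate 2 and 3 and 0 without ethylene replicate 2, and none passed without air replicate 1. Of 23 genes of cell division and shape, 4 were higher and 1 lower (6 and 2 adjusted over the list alone, 9 and 1 with total counts, 5 and 2 without air replicate 2, 1 and 0 without air replicate 1, 2 and 1 without ethylene replicate 2 or 3), with rodA (OH82_RS27730) at -0.60, and the list did not pass (limma adjusted p = 0.562). fliD, flgA (0.54), motA and rodA were lost without air replicate 1, and motA without ethylene replicate 2 and with total counts.

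Of 12 translation factors and tRNA ligases, 4 were lower and none was higher in edgeR (5 lower when adjusted over the list alone), fusA OH82_RS27280 at -0.47, fusA OH82_RS26630 at -0.34, tuf OH82_RS26565 at -0.37 and tuf OH82_RS26635 at -0.34. The list median was -0.20 and -0.04 with total counts (limma adjusted p = 0.00848, or adjusted p = 0.392 with an estimated correlation, and 0.00780 to 0.394 over the alternatives). None of these 4 passed without air replicate 1 or ethylene replicate 2, fusA OH82_RS26630 and both tuf genes not without ethylene replicate 1 or with total counts, and the tuf genes not without ethylene replicate 3. The tuf genes encode an identical protein in the reference annotation, and how reads fitting both were counted is not given in the sources used here. Of 9 genes of RNA polymerase and sigma factors, rpoD (OH82_RS27200) alone was lower, at -0.35 (limma adjusted p = 0.0553 for the list, 0.0474 without ethylene replicate 1, the lowest of its alternatives, to 0.650 over all 6 samples with an estimated correlation), and rpoD was lost without air replicate 1 or any ethylene replicate, or with total counts. Of 15 chaperone genes clpB (OH82_RS08355) alone passed, at 0.35, and none when adjusted over the list alone (limma adjusted p = 0.562 for the list). clpB was lost without air replicate 1 or any ethylene replicate, and 3 passed with total counts. Of 9 genes of oxidative and envelope stress, pspC alone passed, adjusted over all genes or over the list alone (limma adjusted p = 0.786 for the list). Of 11 genes of secretion and pili, none passed edgeR's or DESeq2's test (0 at an unadjusted p under 0.05 in edgeR), and the list had a limma adjusted p of 0.364, and 0.0304 over all 6 samples, where an estimated correlation gave adjusted p = 0.650 (0.0119 to 0.987 over the alternatives). The list of tricarboxylate and TRAP transport, picked by symbol, held 3 dctP genes of TRAP transport. It held none of the tripartite tricarboxylate genes of S1 Table, which rose in the 5 samples. None of the 3 dctP genes or of 4 genes of carotenoid synthesis passed edgeR's test (1 of each at an unadjusted p under 0.05). Nor did the chemotaxis gene cheB (OH82_RS17435, -0.04) or the qPCR reference genes recA (OH82_RS27010, -0.25) and glyA (OH82_RS23600, -0.16) (0 and 1 at an unadjusted p under 0.05). Adjusted over the list alone, 1 gene was lower in each of the carotenoid, transport and reference lists. DESeq2 had 1 carotenoid gene lower and none of the others, and edgeR had 1 carotenoid gene lower with DESeq2 size factors or without structural RNA genes. recA and 1 transport gene passed as lower without air replicate 2.

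When the ethylene effect was computed from disjoint samples, with air replicates 1 and 2 each against other ethylene samples, the log2 changes of all genes correlated at a mean of 0.475, across genes and not replicates, but at -0.03 for air replicates 1 and 3 and 0.01 for 2 and 3. The log2 change had a Spearman correlation with mean level of -0.219 and with coding length of 0.152, across genes.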
